# Disruption of the transcription factors Thi2p and Nrm1p alleviates the post-glucose effect on xylose utilization in *Saccharomyces cerevisiae*

**DOI:** 10.1186/s13068-018-1112-1

**Published:** 2018-04-16

**Authors:** Shan Wei, Yanan Liu, Meiling Wu, Tiantai Ma, Xiangzheng Bai, Jin Hou, Yu Shen, Xiaoming Bao

**Keywords:** *Saccharomyces cerevisiae*, Xylose metabolism, Post-glucose effect, *THI2*, *NRM1*, Bioethanol

## Abstract

**Background:**

The recombinant *Saccharomyces cerevisiae* strains that acquired the ability to utilize xylose through metabolic and evolutionary engineering exhibit good performance when xylose is the sole carbon source in the medium (designated the X stage in the present work). However, the xylose consumption rate of strains is generally low after glucose depletion during glucose–xylose co-fermentation, despite the presence of xylose in the medium (designated the GX stage in the present work). Glucose fermentation appears to reduce the capacity of these strains to “recognize” xylose during the GX stage, a phenomenon termed the post-glucose effect on xylose metabolism.

**Results:**

Two independent xylose-fermenting *S. cerevisiae* strains derived from a haploid laboratory strain and a diploid industrial strain were used in the present study. Their common characteristics were investigated to reveal the mechanism underlying the post-glucose effect and to develop methods to alleviate this effect. Both strains showed lower growth and specific xylose consumption rates during the GX stage than during the X stage. Glycolysis, the pentose phosphate pathway, and translation-related gene expression were reduced; meanwhile, genes in the tricarboxylic acid cycle and glyoxylic acid cycle demonstrated higher expression during the GX stage than during the X stage. The effects of 11 transcription factors (TFs) whose expression levels significantly differed between the GX and X stages in both strains were investigated. Knockout of *THI2* promoted ribosome synthesis, and the growth rate, specific xylose utilization rate, and specific ethanol production rate of the strain increased by 17.4, 26.8, and 32.4%, respectively, in the GX stage. Overexpression of the ribosome-related genes *RPL9A*, *RPL7B,* and *RPL7A* also enhanced xylose utilization in a corresponding manner. Furthermore, the overexpression of *NRM1*, which is related to the cell cycle, increased the growth rate by 8.7%, the xylose utilization rate by 30.0%, and the ethanol production rate by 76.6%.

**Conclusions:**

The TFs Thi2p and Nrm1p exerted unexpected effects on the post-glucose effect, enhancing ribosome synthesis and altering the cell cycle, respectively. The results of this study will aid in maintaining highly efficient xylose metabolism during glucose–xylose co-fermentation, which is utilized for lignocellulosic bioethanol production.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-018-1112-1) contains supplementary material, which is available to authorized users.

## Background

The production of biofuels and chemicals using lignocellulosic materials is a feasible strategy to meet future energy and resource needs. Xylose is the second most abundant sugar in hydrolysed lignocellulosic materials [1–4]. Therefore, the utilization of xylose in addition to glucose is a fundamental requirement of microorganisms for the conversion of bio-based fuels and chemicals. *Saccharomyces cerevisiae* is a robust and safe microorganism with a strong metabolism, and it is frequently used as a cell factory in the fermentation industry, particularly for ethanol production. Therefore, *S. cerevisiae* is considered the most promising microorganism that produces ethanol from lignocellulosic materials [5, 6]. However, *S. cerevisiae* lacks both an efficient xylose metabolic pathway and appropriate regulatory system to respond to xylose [7]. To build a xylose metabolic pathway in *S. cerevisiae* strains, heterologous xylose isomerase or xylose reductase and xylitol dehydrogenase were introduced into the strains [4, 8–10]. The genes for xylulokinase and the non-oxidative pentose phosphate pathway (PPP) were then overexpressed [3, 10–13]. The resultant strains demonstrated a basic capacity to convert xylose into ethanol via sequential xylulose-5-phosphate, PPP, and glycolysis steps [7]. Adaptive evolution was performed to further enhance xylose catabolism. The xylose conversion rate of these engineered strains significantly increased after a long cultivation time in medium with xylose as the sole carbon source [5, 7, 14–16].

To understand the elusive mechanisms underlying xylose fermentation, reverse metabolic engineering was carried out, and relevant factors were identified. Increased activity of the hexose transporter Hxt7 improved the absorption of xylose [17]. Deficiency of the aldose reductase Gre3 reduced the intracellular production of xylitol, which is an inhibitor of xylose isomerase, therefore enhancing xylose utilization [18]. A stress response regulator, Ask10, improved xylose isomerase activity by upregulating molecular chaperones, thereby enhancing xylose utilization [19]. Moreover, recently studies have shown that the use of carbon sources exerts substantial control over the metabolic status of *S. cerevisiae* [20, 21]. This was determined by investigating the glucose-sensing and repression network, which is composed of three signalling pathways [22, 23]. The Rgt2/Snf3–Rgt1 pathway primarily regulates the transcription of hexose transporters [24]; the Snf1–Mig1 pathway largely functions in repressing the genes involved in non-fermentable carbon metabolism [25]; and the most important pathway, the cAMP–PKA pathway, carries out genome-wide regulation by phosphorylating transcription factors (TFs) [22]. When glucose or another fermentable carbon source is present, cells maintain fermentative metabolism regardless of whether the conditions are aerobic or anaerobic [20, 21, 26, 27]. In this case, glycolysis and the PPP are activated in cells, while respiration and gluconeogenesis are repressed. Glucose is rapidly consumed and converted to ethanol. This phenomenon, which occurs during the fermentative phase of yeast growth, is called glucose repression [28]. When glucose becomes limited, the cells transiently arrest their growth and adjust their metabolism from fermentation to respiratory mode (a diauxic shift). Glycolysis and the PPP are suppressed, and respiration and gluconeogenesis are de-repressed [28]. The cells then restart their growth at a reduced rate by slowly consuming the ethanol that has accumulated in the medium. Salusjärvi et al. [29, 30] suggested that xylose is a semi-fermentable carbon source for *S. cerevisiae*, since the metabolism of yeast growing on xylose corresponds neither to that of fully glucose-repressed cells (fermentative state) nor to that of de-repressed cells (respiratory state), and the glucose signalling system plays an important role in xylose metabolism. Our previous work revealed that one of the glucose signalling pathways, Snf1/Mig1-mediated regulation, was reprogrammed in an evolved strain whose xylose consumption was enhanced [31]. Recently, the regulator Ira2, which is a negative regulator of Ras and an inhibitor of cAMP–PKA signalling [32], was also shown to affect xylose fermentation [7]. Moreover, unexpected control factors have been revealed through well-designed comparative transcriptome analysis. *ISU1* [encoding a scaffolding protein for mitochondrial iron–sulfur (Fe–S) cluster biogenesis] deficiency increased aerobic growth and xylose consumption rates, and the absence of *HOG1* [encoding a component of mitogen activated protein kinase (MAPK)] in the context of *isu1Δ* brought further improvement [7].

In contrast to the extensive efforts to improve xylose consumption and discover associated mechanisms, relatively little attention has been focused on the differing performances of strains undergoing glucose–xylose co-fermentation compare to strains engaging in fermentation using xylose as their sole carbon source [33]. Indeed, engineered *S. cerevisiae* strains ferment xylose at significantly lower rates during glucose–xylose co-fermentation compared to their good performance when xylose is the sole carbon source (referred to as the X stage in the present work) [1, 6, 34]. Moreover, during the xylose consumption phase after glucose is depleted in glucose–xylose co-fermentation, which is referred to as the GX stage in the present work, the growth and xylose consumption rates drop sharply rather than only decreasing to the levels observed during the X stage [1, 3, 6, 34, 35]. This phenomenon is referred to as the post-glucose effect on xylose metabolism. The post-glucose effect is generally observed in engineered xylose-utilizing *S. cerevisiae* strains with different genetic backgrounds, including the evolved strains mentioned above [1, 3, 6, 18, 34]. Transcriptome engineering [35] has focused on manipulating extant regulatory networks to enforce a state associated with a desired phenotype to improve xylose fermentation during the glucose–xylose co-utilization phase. Network models of well-known TFs have been used to guide such transcriptome engineering. Remarkably, deletions of *CAT8* (encoding a TF that is necessary for the de-repression of a variety of genes under non-fermentative growth conditions) and *HAP4* (encoding a transcriptional activator and global regulator of respiratory gene expression) reduced the carbon commitment to biomass during the glucose and xylose co-consumption phase, and the specific rate of ethanol production increased. However, no intervention has prevented the transition from fermentative to respiratory metabolism when cells enter the GX stage, and little is known about why cells show differing performances in xylose metabolism when glucose is present or not present in the medium.

To describe the mechanism underlying the post-glucose effect on xylose metabolism, two engineered xylose-utilizing *S. cerevisiae* strains, BSGX001 (haploid) and XH7 (diploid), were selected as test strains in the present work. BSGX001 was derived from the haploid strain CEN.PK113-5D, which has been widely used in metabolic engineering work [3, 12, 31, 36]. XH7 was derived from the diploid strain BSIF, which was isolated from a tropical fruit in Thailand [6, 37]. Both BSGX001 and XH7 express an exogenous xylose isomerase gene, overexpress *XKS1* and genes associated with the non-oxidative phase of the PPP, contain *GRE3* and *PHO13* deletions, and evolve in medium containing xylose as the sole carbon source. Transcriptome differences between the two strains were studied during the GX and X stages. The effects of disrupting all 11 TFs with differing levels of expression in the GX and X stages, as well as three metabolic genes, were also investigated. Our results revealed that *THI2* knockout and *NRM1* overexpression alleviated the post-glucose effect. Additional transcriptional and physiological work was performed, and the results suggest that these positive effects were related to the enhancement of ribosome synthesis and the cell cycle.

## Methods

### Plasmid and strain construction

The plasmids and *S. cerevisiae* strains used in this study are listed in Table 1. 

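BSGX001 and BSGX001 (thi2Δ), the derivative of BSGX001 made by replacing *THI2*, were each sequenced in a deposited set of 6 poly(A) RNA libraries, 3 per strain, that the paper's text does not describe. The sample labels place all of them at the GX stage after 20 h in a yeast nitrogen base medium that held glucose and xylose at 20 g/L each, while the paper took its own GX stage samples at 14 h from synthetic complete medium. The authors deposited the reads counted on each gene, which are whole numbers without normalization, and the FPKM values calculated from them. The 3 BSGX001 libraries held 10073703, 8904132 and 7584920 counts, and the 3 libraries of BSGX001 (thi2Δ) held 12255688, 7613438 and 9351059 counts. The counts were scaled here with edgeR's TMM method and compared between the strains with its quasi-likelihood test, over the 5774 genes that passed edgeR's filter on low counts. At a Benjamini-Hochberg adjusted p under 0.05, 1507 genes were higher and 1457 were lower in BSGX001 (thi2Δ). When the counts were scaled by library totals only, the split was 2999 higher and 595 lower, because the median of all genes then moved by 0.22 on the log2 scale. A change of at least 2-fold was found for 117 higher and 21 lower genes. Under the alternative methods these 138 genes became up to 243, with limma on log2(FPKM + 0.1). Of the 117 higher genes, 100 lie in 2 regions of the S288C reference R64. These are chromosome I, with a median log2 fold change of 0.99 over 85 tested genes, and the stretch of chromosome XII from *ECM22* to *GAS2*, with a median of 1.06 over 107 tested genes. Over the 5582 other genes the median was -0.0046. The genes that Table 1 lists as altered in BSGX001 were read in both strains. *COX4*, listed as deleted, had 32.2 ± 3.66 CPM (SD, n = 3) in BSGX001 and 41.4 ± 2.82 CPM (SD, n = 3) in BSGX001 (thi2Δ), and *GRE3*, listed as replaced by pentose phosphate pathway genes, had 63.0 ± 2.68 and 48.5 ± 6.50 CPM (SD, n = 3 each). *XKS1*, which encodes xylulokinase, did not differ between the strains beyond replicate error, at 635 ± 34.0 and 685 ± 54.6 CPM (SD, n = 3 each; adjusted p = 0.215, edgeR quasi-likelihood test). Among the non-oxidative pentose phosphate pathway genes, *RKI1* was higher in BSGX001 (thi2Δ) by a log2 fold change of 0.71 (standard error 0.086, adjusted p = 3.77e-08), *TAL1* was higher by 0.39 (standard error 0.070, adjusted p = 2.5e-05), *RPE1* fell by 0.47 on the log2 scale (standard error 0.077, adjusted p = 6.46e-06), and *TKL1*, at 0.037 (standard error 0.070, adjusted p = 0.685), did not differ beyond replicate error. With library totals, which raise most genes, *XKS1* and *TKL1* were significantly higher, by 0.33 and 0.25.

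**Figure D1:**
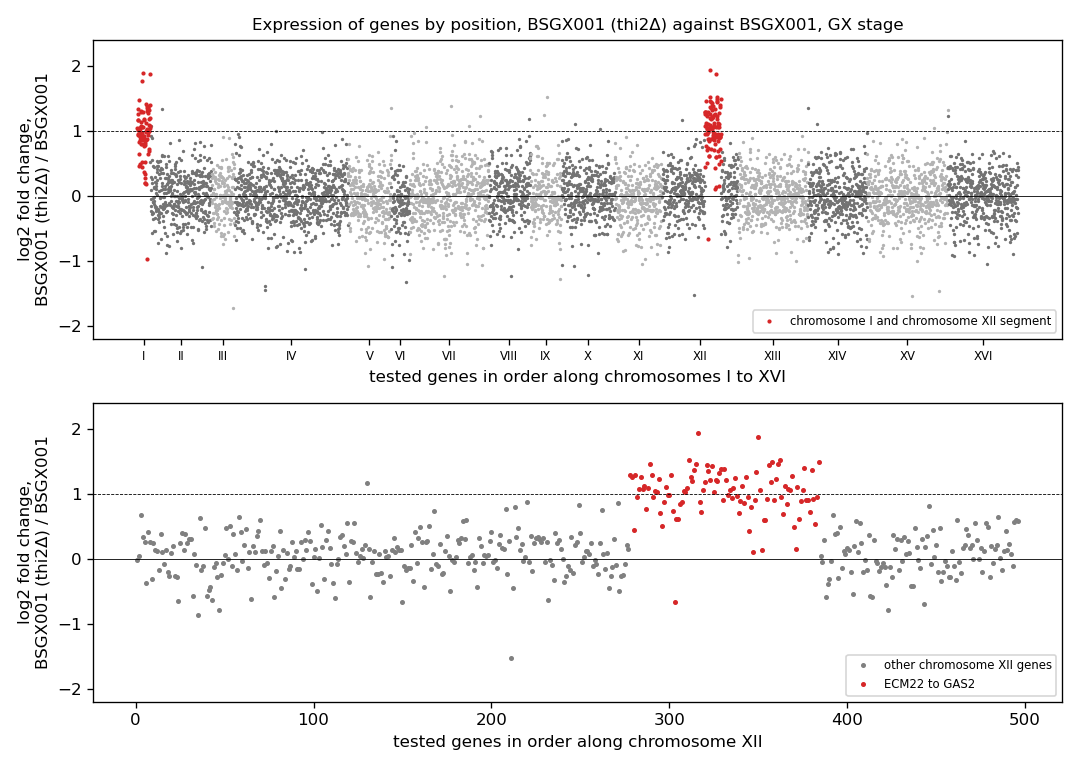
Log2 fold change of each tested gene, BSGX001 (thi2Δ) over BSGX001, with genes in order along chromosomes I to XVI (top) and along chromosome XII (bottom). Each point is 1 gene from 3 libraries per strain, the dashed line marks a log2 fold change of 1, and the red points are the 85 genes of chromosome I and the 107 genes from *ECM22* to *GAS2*, whose medians are 0.99 and 1.06.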

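The quantitative PCR primers were matched base by base to the S288C reference genome R64. The pairs named for *RPL9A*, *RPS9A*, *RPS9B*, *RPS22A*, *RPS26B*, *RPL22A*, *RPL22B* and *RPL30* each matched 1 locus as a pair, the gene they are named for, and enclosed between 100 bp (*RPS22A*, chromosome X, 75156 to 75255) and 169 bp (*RPS9A*, chromosome XVI, 405662 to 405830). The *RPS26B* forward primer also matched the paralog *RPS26A*, but the reverse primer did not. The *RPL7A* pair enclosed 627 bp of chromosome VII (364844 to 365470), from the second coding exon across an intron into the third, and its reverse primer matched the paralog *RPL7B* as well. The forward primer named for *RPL8A*, TGGTTTCCACCATTGACGCT, matched *RPL8B* on chromosome XII at all 20 bases and *RPL8A* with 1 mismatch, while the reverse primer matched *RPL8A* alone. No pair named for *RPL7B* was found in the list as read here. In the sequenced libraries of BSGX001 and BSGX001 (thi2Δ), the reads of such paralog pairs could have been divided in the authors' counting, so their counts are uncertain in the same way.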

The primers used in this study are provided in Additional file 1: Table S1.

**Table 1:** *S. cerevisiae* strains and plasmids used in this study

*S. cerevisiae* strains and plasmids	Description	Sources
Plasmids		
pUG6	The plasmid with *LoxP*–*KanMX4*–*LoxP* cassette	[38]
pJX7	Yeast 2*μ* plasmid, *TEF1p*–*Ru*-*xylA*–*PGK1t, URA3* marker	[19]
YEp-CH	Shuttle plasmid for *E. coli* and *S. cerevisiae*, Cre gene under control of *GAL2* promoter, Hygromycin marker	Laboratory preserved
pIYC04	Yeast 2*μ* plasmid, *PGK1p*–*CYC1t*, *TEF1p*–*ADHt*, *HIS3* marker	[19]
pXIδ	Yeast 2*μ* plasmid, 3XI, δ1δ2, *KanMX4* marker	[6]
pUC20	Yeast 2*μ* plasmid, δ1δ2, *TEF1p*–*ADHt*, *KanMX4* marker	This study
pUC20–*FBA1*	pUC20, *TEF1p*–*FBA1*–*ADHt*	This study
pUC20–*TDH2*	pUC20, *TEF1p*–*TDH2*–*ADHt*	This study
pUC20–*GPM1*	pUC20 *TEF1p*–*GPM1*–*ADHt*	This study
pUC20-*RPL7A*	pUC20 *TEF1p*-*RPL7A* -*ADHt*	This study
pUC20–*RPL7B*	pUC20 *TEF1p*-*RPL7B*–*ADHt*	This study
pUC20–*RPL9A*	pUC20 *TEF1p*–*RPL9A–ADHt*	This study
pUC20–*RPL22A*	pUC20 *TEF1p*–*RPL22A* –*ADHt*	This study
pUC20–*RPL22B*	pUC20 *TEF1p*–*RPL22B*–*ADHt*	This study
*S. cerevisiae* strains		
CEN.PK 113-5D	*MATa; ura3*-*53*	[36]
XH7	Derived from a diploid *S. cerevisiae* strain isolated from tropical fruit in Thailand, *pho13*::XI, *gre3*::PPP, XK, 3δ::XI, AE^a^	[6]
BSGX001	CEN.PK 113-5D derivative; Ru-XI, XK, *gre3*::PPP, *cox4Δ*, AE^a^	[39]
BSGX001 (*aca1Δ*)^b^	BSGX001, *aca1::KanMX4*	This study
BSGX001 (*RPL7A*)^c^	BSGX001, δ1-*loxp*–*KanMX4*–*loxp*–*TEF1p*-*RPL7A*–*ADHt*-δ2	This study

^a^*AE* adaptive evolution in medium using xylose as the sole carbon source

^b^Other strains derived from BSGX001 with deleted genes were named in the same way, and because of lack of space they are not listed here

^c^Other strains derived from BSGX001 with overexpressed genes were named in the same way, and because of lack of space they are not listed here

A *TEF1p*–*ADH1t* fragment was amplified from plasmid pIYC04 with *Bam*H1 and *Sal*1 restriction sites at the 5′ and 3′ ends, respectively. The fragment was then ligated into plasmid pXIδ between the *Bam*H1 and *Sal*1 sites, resulting in pUC20. 

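The cloning primers for *FBA1*, *GPM1*, *TDH2*, *RPL7A*, *RPL7B*, *RPL9A*, *RPL22A* and *RPL22B* were matched to the S288C reference genome R64, since a CEN.PK 113-5D genome was not used here. The *RPL7A* primers matched the 2 ends of the gene on chromosome VII from 364335 to 365996, a stretch with 3 coding exons of 735 bp in total and 927 bp of intron. The *RPL7B* primers likewise enclosed 816 bp of intron on chromosome XVI from 173152 to 174702. *RPL9A*, on chromosome VII from 227754 to 228329, has no intron. For *RPL22B* on chromosome VI, the first primer pair matched 64243 to 64599, which is the second coding exon of 357 bp, without the intron of 321 bp. Of the 31 bases of its forward primer, only the last 19 matched there, and the rest begin with ATG. The first coding exon has 12 bp, and whether those bases match it was not tested. The pair may therefore cover both coding exons. The reverse primer for *RPL22A* and the forward primer of the second *RPL22B* pair had no 3′ match in the genome, so no amplified stretch is given for *RPL22A*. The second *RPL22B* forward primer ends in ATGGCTCCAAACACTTCCAG, the bases that begin the first one. Its missing match therefore does not show that it fails. The 3′ ends of the *TDH2* primers matched *TDH3* on chromosome VII as well as *TDH2* on chromosome X. In the 6 GX stage libraries, *FBA1* was read at 1273 ± 51.4 CPM in BSGX001 and 1323 ± 85.1 CPM in BSGX001 (thi2Δ) (SD, n = 3 each), *GPM1* at 301 ± 17.9 and 342 ± 50.7 CPM, and *TDH2* at 157 ± 6.07 and 138 ± 1.47 CPM. The ribosomal protein genes were read less, from 10.9 ± 0.742 CPM for *RPL9A* to 57.8 ± 11.1 CPM for *RPL7A* in BSGX001 (SD, n = 3 each). All 5 ribosomal protein genes were higher in BSGX001 (thi2Δ) when all 6 libraries were used, with log2 fold changes of 0.30 for *RPL7A* (adjusted p = 0.0143, edgeR's quasi-likelihood test), 0.48 for *RPL7B*, 0.55 for *RPL22A*, 0.70 for *RPL22B* and 0.83 for *RPL9A*. The rise of *RPL7A* rested on single libraries, as it was 0.14 without BSGX001 replicate 1 (adjusted p = 0.182, edgeR) and 0.25 without BSGX001 (thi2Δ) replicate 3 (adjusted p = 0.0767, edgeR). None of the 5 lies in the 2 regions with a median near 1. The reference gene of the paper's qPCR, *ACT1*, was itself higher by a log2 fold change of 0.39. Relative to it, the log2 fold change was -0.083 for *RPL7A* and 0.099 to 0.45 for the other 4. These are plain differences without a test. The standard errors were 0.10 for *RPL7A* and *RPL7B*, 0.11 for *RPL22A* and 0.077 for *ACT1*. For *RPL7A* at -0.083, *RPL7B* at 0.099 and *RPL22A* at 0.16, a change relative to *ACT1* is thus not shown.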

The ORFs of *FBA1, GPM1, TDH2, RPL7A, RPL7B, RPL9A, RPL22A,* and *RPL22B* were amplified from the genome of CEN.PK 113-5D with *Not*1 and *Pac*1 restriction sites at the 5′ and 3′ ends, respectively. These genes were then ligated into plasmid pUC20 between the *Not*1 and *Pac*1 sites, resulting in pUC20–*FBA1*, pUC20–*GPM1*, pUC20–*TDH2*, pUC20–*RPL7A,* pUC20–*RPL7B,* pUC20–*RPL9A,* pUC20–*RPL22A,* and pUC20–*RPL22B,* respectively (Table 1). All genes were expressed under control of the *TEF1* promoter. TF gene knockout was performed by homologous recombination using a *KanMX4* expression cassette to replace the target genes. 

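In BSGX001 (thi2Δ) the targeted gene was *THI2*, which encodes a transcription factor of thiamine biosynthesis genes. *THI2* is a single exon of 1353 bp on the reverse strand of chromosome II, from 700490 to 701842 in the S288C reference genome R64. Of the 6 primers that Table S1 lists for this deletion, the 4 of the homology arms matched inside this ORF, in full or with their 3′ ends, and the other 2, RH(thi2)-F and RH(thi2)-R, had no 3′ match in the genome. The upstream arm ran from 701499 to 701806 and the downstream arm from 700490 to 700788, so that the cassette replaces the 710 bp from 700789 to 701498. By these matches, 344 bp at the 5′ end and 299 bp at the 3′ end of the ORF stay in place, which is 47.5% of its length. In the deposited GX stage libraries, *THI2* had 215, 203 and 187 counts in BSGX001 and 128, 90 and 141 counts in the libraries labelled BSGX001 (thi2Δ). Scaled with TMM this was 24.7 ± 2.18 CPM and 11.5 ± 2.12 CPM (SD, n = 3 each), and the highest library labelled thi2Δ, at 13.9 CPM, lay below the lowest BSGX001 library, at 22.7 CPM. The log2 fold change was -1.10 (standard error 0.14, adjusted p = 6.32e-08 from edgeR's quasi-likelihood test), and it stayed between -1.26 and -0.98 when each library was left out in turn. The *THI2* level in BSGX001 (thi2Δ) was thus 46.6% of that in BSGX001, but it depended on the scaling, from 35.7% relative to *ACT1* to 54.1% with library totals and 56.4% with limma on log2(FPKM + 1). The deposited counts are summed over the gene, so they do not show which part of the ORF the reads came from.

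**Figure D2:**
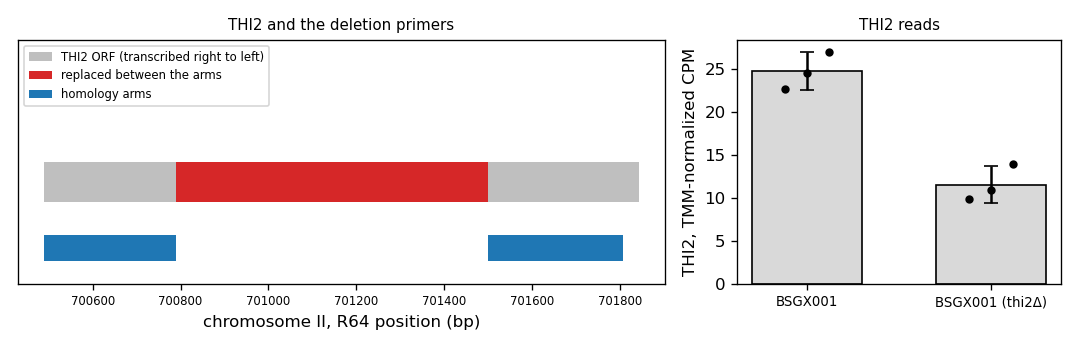
Left, the *THI2* ORF on chromosome II of R64 with the homology arms given by the deletion primers and the 710 bp between them. Right, TMM-normalized *THI2* CPM, with bars for the mean, error bars for the SD and points for the 3 libraries of each strain, which average 24.7 CPM in BSGX001 and 11.5 CPM in BSGX001 (thi2Δ).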

Overexpression of TF genes was also performed by homologous recombination using the *TPI*1 promoter to replace the original promoter. All expression and deletion cassettes were verified by sequencing before transformation into BSGX001. The resulting strains are listed in Table 1. The *KanMX4* marker was then discarded by transferring plasmid YEp-CH into the strains and inducing the expression of Cre recombinase [12].

### Medium and growth conditions

*E. coli* recombinant cells were cultured at 37 °C in Luria–Bertani (LB) medium (5 g L^−1^ yeast extract, 10 g L^−1^ tryptone, 10 g L^−1^ NaCl, pH 7.0), and 100 mg L^−1^ ampicillin was added as necessary. Yeast cells were cultured at 30 °C in synthetic complete dropout uracil (SC-Ura) medium (1.7 g L^−1^ yeast nitrogen base, 5 g L^−1^ (NH_4_)_2_SO_4_, 0.77 g L^−1^ CSM-Ura (Sunrise Science Products, USA) supplemented with 20 g L^−1^ glucose as the carbon source. G418 (Promega Corporation, USA) (200 mg L^−1^ in liquid medium and 800 mg L^−1^ in solid medium) was added for transformant selection as necessary [40, 41]. The fermentation medium consisted of synthetic complete dropout (SC) medium with 20 g L^−1^ glucose and 20 g L^−1^ xylose or 20 g L^−1^ xylose alone as the carbon source.

### Fermentation

Overnight cultures of a single colony were transferred to fresh SC-Ura medium (50–60 mL) supplemented with 20 g L^−1^ glucose in 250-mL shake flasks at an initial OD_600_ of 1.0 and incubated at 30 °C and 200 rpm for 12–16 h. The cells were then collected and washed thrice with sterile water and resuspended in 1 mL of fermentation medium before inoculating into the fermentation medium. The initial biomass was 0.575 g L^−1^ dry cell weight (DCW; ~ 2.5 OD units). Fermentation was performed in shake flasks or 1-L bioreactors according to the experimental requirements. Fermentation in shake flasks was performed at 30 °C and 200 rpm. Fermentation in bioreactors was performed at 30 °C and pH 5.5, with 0.06-vvm air sparging and a stirring speed of 200 rpm. The pH was maintained by automatic pumping of 5 mol L^−1^ NaOH and 5 mol L^−1^ H_3_PO_4_. All fermentations were carried out in triplicate.

### Analysis of metabolites and calculations

Fermentation samples were collected at specific time intervals. The cell density (OD_600_) was determined with a UV–visible spectrophotometer (Eppendorf, Germany). Calculation of the DCW followed a previously described method [12]. One OD_600_ unit corresponded to 0.230 g of DCW L^−1^ for BSGX001 and its derivative strains [12] and 0.188 g DCW L^−1^ for XH7. The concentrations of glucose, xylose, glycerol, acetate, and ethanol were determined using HPLC (Shimadzu, Japan) with an Aminex HPX-87H ion exchange column (300 × 7.8 mm) (Bio-Rad, Hercules, USA). H_2_SO_4_ (5 mmol L^−1^) was used as the mobile phase with a flow rate of 0.6 mL min^−1^, and the temperature of the column oven was 45 °C [6, 12]. The specific growth rate (*μ*) was the regression coefficient of the log-linear regression of the OD_600_ versus time during the exponential growth phase [42]. The specific xylose utilization rate (*r*_xylose_) and specific ethanol production rate (*r*_ethanol_) were calculated using the following equation, as previously described [12]:

$$r = \frac{{A_{n} - A_{m} }}{{\frac{1}{2}\sum\nolimits_{i = m + 1}^{n} {(B_{i} + B_{i - 1} ) \times (t_{i} - t_{i - 1} )} }},$$

where *r* is the specific utilization or production rate during the phase from sampling point *m* to sampling point *n*, and *A*, *B*, and *t* are the metabolite concentration, biomass concentration, and time, respectively, at sampling points *n*, *i*, and *m*.

### Transcriptome analysis

RNA-seq was carried out for the transcriptome analysis. Samples were taken from the duplicate batch fermentations in the bioreactors. The samples taken at 14 h from the glucose–xylose co-fermentation were defined as GX stage samples. The samples taken at 12 h from the fermentation using xylose as the sole carbon source were defined as X stage samples. The cells in each sample were collected by centrifugation at 5000 rpm and 4 °C for 5 min. The resulting pellets were rapidly frozen in liquid nitrogen and stored at − 80 °C until RNA extraction was performed [19].

Total RNA was extracted using a UNIQ-10 Trizol RNA Purification Kit (Sangon Biotech, China). Total RNA was extracted and fragmented, DNA was digested with DNase I, and cDNA was synthesized by using short mRNA fragments as templates. The short fragments were connected with a connector, suitable fragments were selected, and then PCR amplification was performed. Finally, the sample library was sequenced using an Illumina HiSeq™ 2000 (performed by Beijing Genomics Institute).

The raw data from the transcriptional analysis and the processed data for genes exhibiting significant differences between the GX and X stages are available in the NCBI Gene Expression Omnibus database (GEO Accession Number: GSE95076). Significant differences were indicated by *p* values of 0.001 or less and an absolute fold-change threshold of 2.0 or greater. The probability deviation value [43] was 0.80 or greater. All annotations were derived from the Saccharomyces Genome Database (SGD) (http://www.yeastgenome.org/). Cluster analysis was also performed using the tools supplied by the SGD.

### Quantitative PCR (qPCR)

qPCR samples were taken from batch fermentations in shake flasks containing the fermentation medium. GX stage samples of both strains were taken at 14 h during glucose–xylose co-fermentation. X stage samples of both strains were taken at 12 h during fermentations with xylose as the sole carbon source. *ACT1* was used as the reference gene. The real-time qPCR data were analysed according to the 2^−ΔΔCT^ method [44].

### Cell cycle analysis

Cells were activated three times and then transferred into fresh fermentation medium with an initial OD_600_ of 2.5. The activation was performed by culturing cells in SC-Ura medium supplemented with 20 g L^−1^ glucose for 12–16 h. Samples were taken every 2 h for separate triplicate tests and were analysed by flow cytometry on a Becton–Dickinson FACScan with Sytox [45].

## Results

### The metabolic activities of strains in the GX stage were much lower than those in the X stage

To describe the mechanism underlying the post-glucose effect on xylose metabolism, two engineered xylose-utilizing *S. cerevisiae* strains with different genetic backgrounds, BSGX001 and XH7, were selected as test strains. Fermentation was performed in 1-L bioreactors using SC medium supplied with 20 g L^−1^ glucose and 20 g L^−1^ xylose or 20 g L^−1^ xylose alone. The initial biomass was 0.575 g L^−1^ DCW (~ 2.5 OD units). The fermentation characteristics are shown in Table 2 and Additional file 1: Figure S1. For BSGX001, the specific growth rate, xylose consumption rate, and ethanol production rate during the GX stage were 78.5, 30.4, and 48.1% lower than those calculated for the X stage, respectively. For XH7, the specific growth rate was below detection limits during the GX stage, and the xylose consumption rate and ethanol production rate during the GX stage were 58.6 and 63.8% lower than those calculated for the X stage, respectively. These data indicate the much lower metabolism of strains in the GX stage than the X stage.

**Table 2:** Fermentation characteristics of two xylose utilizing strains

Strains	Fermentation stage	*μ* ^a^	*r*_xylose_^b^ (g g^−1^ DCW h^−1^)	*r*_ethanol_^b^ (g g^−1^ DCW h^−1^)
BSGX001	X	0.107 ± 0.002	0.461 ± 0.003	0.214 ± 0.002
	GX	0.023 ± 0.000*	0.321 ± 0.010*	0.111 ± 0.002*
XH7	X	0.103 ± 0.000	0.747 ± 0.002	0.340 ± 0.004
	GX	–^c^	0.309 ± 0.000*	0.123 ± 0.004*

Fermentation in bioreactors was performed at 30 °C and pH 5.5, with 0.06-vvm air sparging and a stirring speed of 200 rpm. All the data are the mean value ± standard deviation of independent triplicate tests

* *p* < 0.05

^a^The specific growth rates (*μ*) were calculated from the data on the xylose-only consumption phase in glucose–xylose co-fermentation (GX stage) and exponential growth phase in xylose fermentation (X stage)

^b^The specific consumption/production rates of xylose/ethanol (*r*_xylose_/*r*_ethanol_) were calculated from the data on the xylose-only consumption phase in glucose–xylose co-fermentation (GX stage) and exponential growth phase in xylose fermentation (X stage)

^c^Below detection limits

### Transcriptional differences between cells in the GX stage and X stage

Transcriptome analysis was performed on both BSGX001 and XH7. The GX stage samples were taken at 14 h (2 h after glucose depletion) during glucose–xylose co-fermentations (Additional file 1: Figure S1). At that time, ~ 12–13 g L^−1^ xylose remained in the medium. The X stage samples were taken at 12 h (the middle of the exponential phase) during fermentations with xylose as the sole carbon source. At that time, ~ 8–10 g L^−1^ xylose residue remained in the medium (Additional file 1: Figure S1). The results revealed that 351 and 500 genes were up-regulated in BSGX001 and XH7, respectively, and 90 and 194 genes were down-regulated in BSGX001 and XH7, respectively. The intersection of up- and down-regulated genes in these two strains included 92 and 43 genes, respectively (Fig. 1). These overlapping genes were clustered according to Gene Ontology (GO) terms by using the Gene Ontology Slim Mapper tool supplied by the Saccharomyces Genome Database (http://www.yeastgenome.org). The results (Additional file 1: Table S2) revealed that within the molecular functions category, the up-regulated genes were primarily clustered (cluster frequency ≥ 10%) under the GO terms of transmembrane transporter activity and hydrolase activity; the down-regulated genes were primarily clustered under the GO terms of structural constituents of the ribosome, transferase activity, and oxidoreductase activity. Within the biological processes category, the up-regulated genes were primarily clustered under the GO terms of responses to chemical and ion transport; the down-regulated genes were primarily clustered under the GO terms of cellular amino acid metabolic processes, cytoplasmic translation, and rRNA processing.

**Fig. 1:**
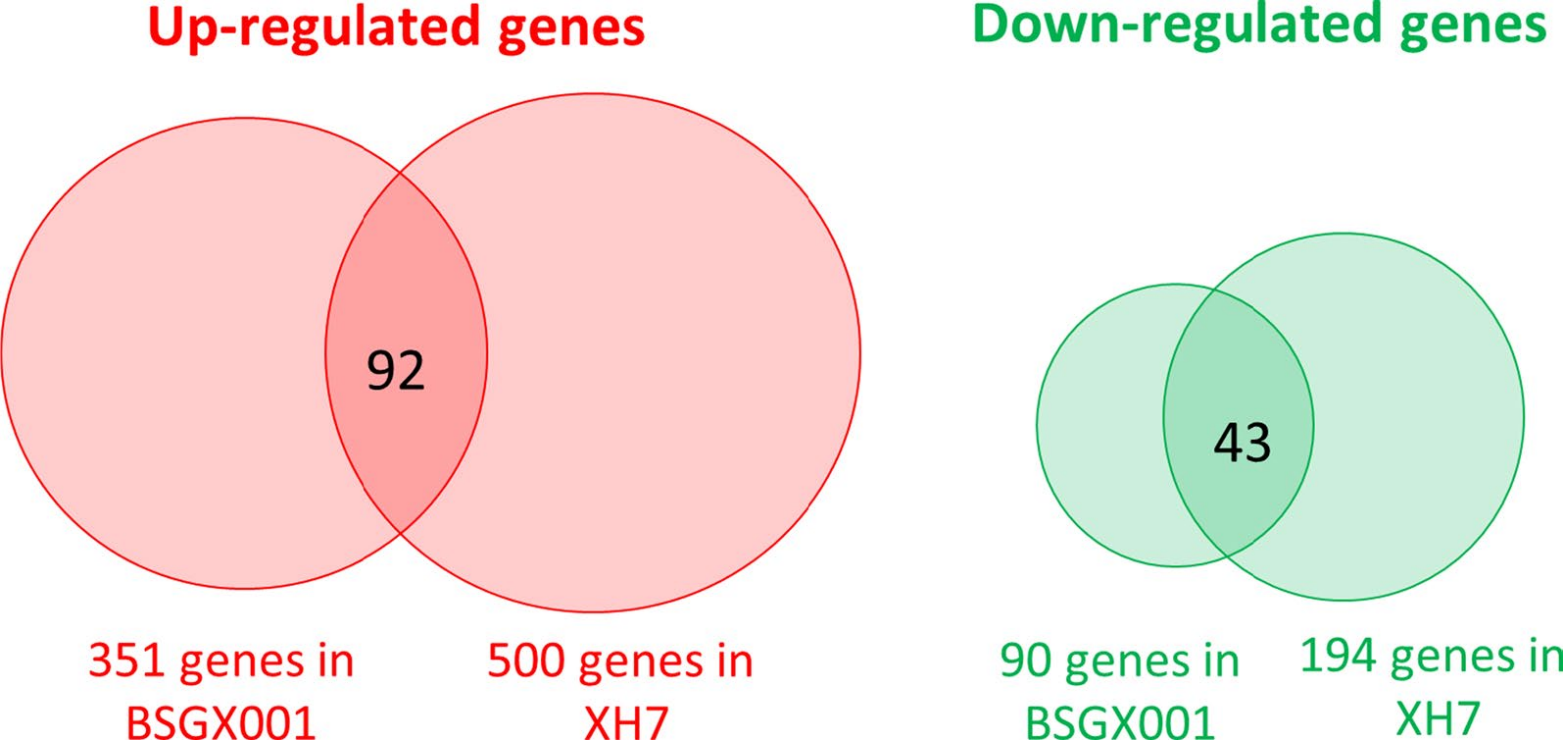
The number of significantly regulated genes in BSGX001 and XH7 (GX stage vs X stage). Transcriptome analysis was performed on both BSGX001 and XH7. GX stage samples were taken at 14 h (2 h after glucose depletion) from glucose–xylose co-fermentation. X stage samples were taken at 12 h (the middle of the exponential phase) from xylose fermentation. Respectively, 92 and 43 genes were up- and down-regulated in both strains

Changes in central carbon metabolic pathways were also analysed. The expression levels of genes involved in glycolysis and the PPP were lower during the GX stage than during the X stage for both strains (Fig. 2a). Genes involved in the tricarboxylic acid cycle and glyoxylic acid cycle (Fig. 2a), as well as genes in the electron transport chain and ATP biosynthesis in the mitochondria (Fig. 2b), showed higher expression levels during the GX stage than during the X stage. This physiological reaction resembled the general physiological reaction observed for *S. cerevisiae* under glucose depletion [28]. In addition, some glucose-repressed genes, such as genes involved in fructose, mannose, galactose, sucrose, and starch metabolism [24], were also expressed at higher levels in the GX stage than in the X stage in both strains (Additional file 1: Figure S2). This indicated that these genes are repressed during the X stage, but are de-repressed during the GX stage. Moreover, within our transcriptome analysis, 32.6% of down-regulated genes in the GX stage compared to the X stage were clustered under the GO term of cellular amino acid metabolic processes (Additional file 1: Table S2).

**Fig. 2:**
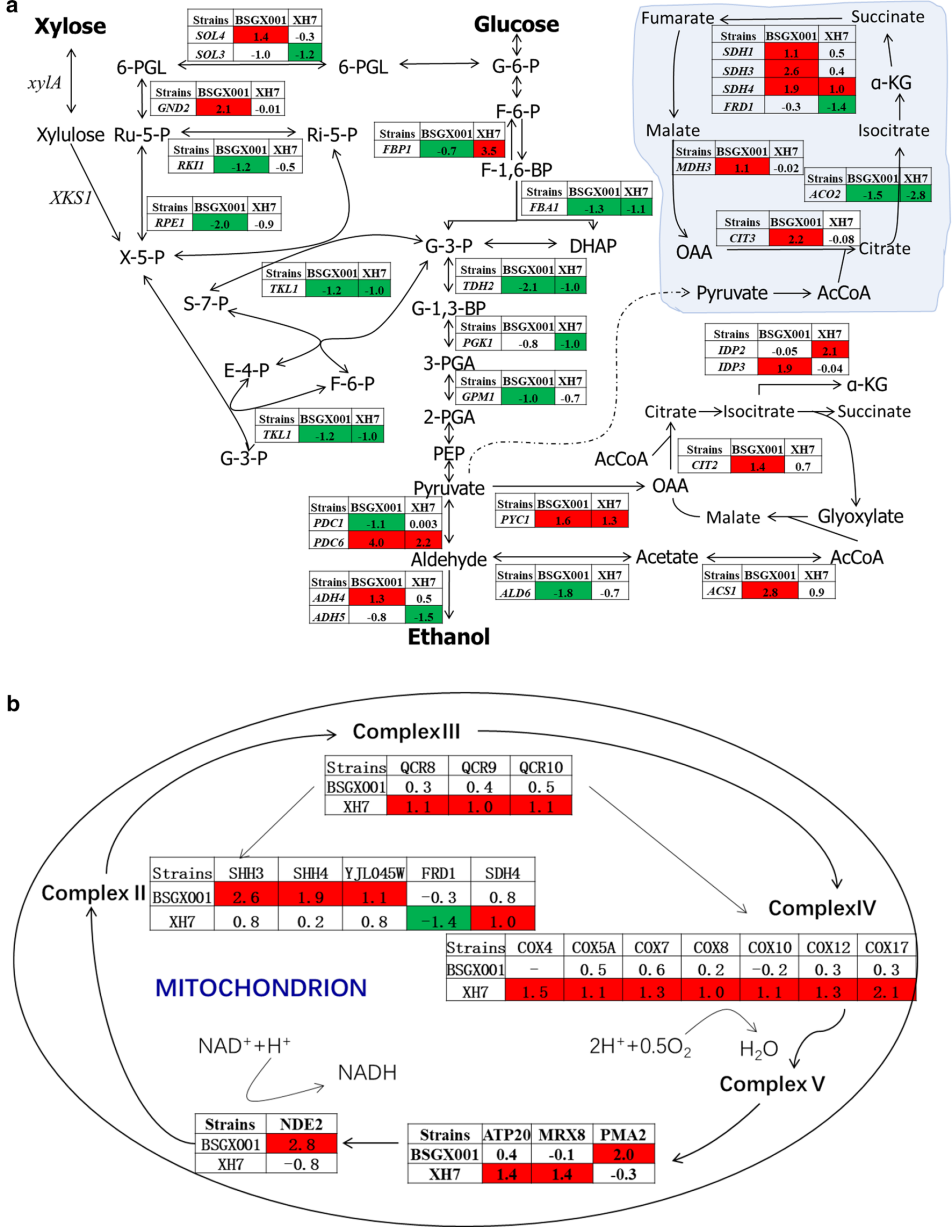
The expression difference of metabolic genes between the GX stage and X stage in BSGX001 and XH7. **a** Glycolysis, the pentose phosphate pathway, tricarboxylic acid cycle, and glyoxylic acid cycle; **b** mitochondrial function genes, including the electron transport chain and oxidative phosphorylation. The data are presented as the log_2_ (fold change) of genes. Red and green represent up- and down-regulation, respectively

### The expression levels of the glycolysis genes *FBA1*, *GPM1*, and *TDH2* are not bottlenecks during xylose fermentation

In *S. cerevisiae*, xylose is sequentially metabolized through the PPP and glycolysis and is then converted to end products such as ethanol (Fig. 2a). Therefore, maintaining highly active PPP and glycolysis is important for achieving high xylose fermentation efficiency [46]. Although the importance of PPP in xylose metabolism has been extensively studied [6, 39], less attention has been given to glycolysis. Therefore, we compared the expression levels of glycolysis genes between the GX and X stages in the two xylose-utilizing strains. The expression of many genes was changed; among these, *FBA1* (encoding fructose 1,6-bisphosphate aldolase)*, GPM1* (encoding phosphoglycerate mutase), and *TDH2* (encoding glyceraldehyde-3-phosphate dehydrogenase isozyme 2) were significantly decreased in both strains (Fig. 2a). Therefore, their roles in the post-glucose effect were investigated.

To verify whether the decreased expression of these genes directly affected the efficiency of xylose metabolism, *FBA1*, *GPM1*, and *TDH2* were overexpressed in BSGX001. The fermentation performance of the strains was evaluated in shake flasks. The results showed that the overexpression of *FBA1* and *GPM1* did not enhance xylose fermentation and that overexpressed *TDH2* completely blocked the utilization of xylose after glucose depletion (Table 3).

**Table 3:** The xylose fermentation characteristics of strain overexpressing *FBA1*, *GPM1*, or *TDH2*

Genotype of strains	*μ* ^a^	*r*_xycose_^b^ (g g^−1^ DCW h^−1^)	*r*_ethanol_^b^ (g g^−1^ DCW h^−1^)
BSGX001	0.162 ± 0.001	0.065 ± 0.002	0.033 ± 0.008
*FBA1*	0.164 ± 0.002*	0.060 ± 0.001*	0.032 ± 0.002
*GPM1*	0.158 ± 0.001*	0.056 ± 0.006	0.031 ± 0.008
*TDH2*	0.160 ± 0.001*	0.000 ± 0.000*	− 0.013 ± 0.000*

Cells were cultured at 30 °C in a shake flask and agitated at 200 rpm. All the data are the mean value ± standard deviation of independent triplicate tests

* *p* < 0.05

^a^The specific growth rate (μ) was calculated from the data on the glucose consumption phase in glucose–xylose co-fermentation

^b^The specific consumption/production rates of xylose/ethanol (*r*_xylose_/*r*_ethanol_) were calculated from the data on the xylose-only consumption phase in the glucose–xylose co-fermentation (GX stage)

### Effects of disrupting TFs whose expression levels significantly differed between the GX stage and X stage

Previous studies [7, 19, 31] describing the mechanisms underlying xylose metabolism (reviewed above in the introduction) and our transcriptome analysis results all indicate that the post-glucose effect on xylose metabolism is complex and related to network regulation. It is well known that TFs are widely distributed in the regulatory networks of genes for diverse biological processes [47, 48]. The disruption of TFs to induce a state that is associated with a desired phenotype or to investigate a gene-regulatory network has previously been broadly applied [35, 47, 49]. It is possible that TFs whose expression differed significantly between the GX stage and X stage in both strains are involved in the post-glucose effect. *ACA1*, *ADR1*, *NRG1*, *RAD16*, *YPR196W*, and *ZNF1*, which were classified as TF genes (Additional file 1: Table S2), exhibited significantly different expression (Log_2_ (fold change) ≥ 1 or ≤ − 1, probability ≥ 0.80) between the GX stage and X stage in both BSGX001 and XH7. The TF gene *SFG1*, which was not classified under a particular GO term after analysis, was also differentially expressed; and *NRM1, THI2,* and *YHP1* had slightly lower probabilities (Log_2_ (fold change) ≥ 1 or ≤ − 1, probability ≥ 0.76). Among these 11 significantly differentially expressed TFs in both strains (Fig. 3), 7 demonstrated increased expression in the GX stage, and 4 of these are involved in carbon metabolism: Adr1p is an activator of respiratory metabolism genes [50]; Znf1p activates genes involved in respiration, gluconeogenesis, and the glyoxylate shunt [51]; Nrg1p is a repressor that mediates glucose repression [52]; and Aca1p belongs to the ATF/CREB family and is also important for carbon source utilization [53]. The other three TFs do not have a clear connection to central carbon metabolism: Rad16p binds damaged DNA during global genome nucleotide-excision repair [54], Ypr196wp is a putative maltose-responsive TF [55], and Thi2p is an activator of thiamine biosynthetic genes [56]. Of the 4 TFs with decreased expression in the GX stage, all are related to the cell cycle. Nrm1p is a transcriptional co-repressor of MBF-regulated gene expression, which represses transcription upon exit from the G1 phase [50, 57]. Yhp1p is a transcriptional repressor that restricts the G1/S transition in the mitotic cell cycle [58]. Swi5p activates the transcription of genes expressed at the M/G1 phase boundary and in the G1 phase [59]. Sfg1p mediates nutrient-dependent regulation of ribosome biogenesis and cell size [60]. These genes were individually overexpressed and deleted in BSGX001 to study their effects on fermentation characteristics. The data obtained from shake flask fermentations (Table 4) revealed that, in general, disruption of these TFs did not have a positive effect on xylose utilization, with the exception of *THI2* knockout and *NRM1* and *YHP1* overexpression. Knocking out *ZNF1, NRG1,* and *YPR196W* or overexpressing *SWI5* and *SFG1* strongly decreased xylose utilization.

**Fig. 3:**
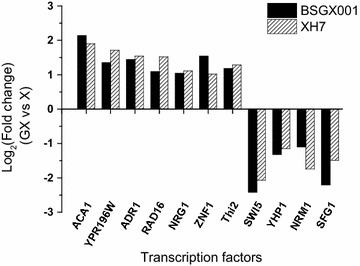
TFs with significantly different expression levels in the GX stage versus the X stage in both BSGX001 and XH7

**Table 4:** The fermentation characteristics of strains knocking out or overexpressing TFs whose expression levels were significantly different between the GX stage and X stage

Genotype of strains	Glucose–xylose co-fermentation	Xylose fermentation		
	*r*_xylose_^a^ (g g^−1^ DCW h^−1^)	*μ* ^b^	*r*_xylose_^c^ (g g^−1^ DCW h^−1^)	*r*_ethanol_^c^ (g g^−1^ DCW h^−1^)
Control (BSGX001)	0.065 ± 0.002	0.082 ± 0.002	0.645 ± 0.001	0.216 ± 0.002
Positive operation^d^				
*adr1Δ*	0.046 ± 0.002*	0.075 ± 0.001*	0.642 ± 0.001*	0.235 ± 0.001*
*aca1Δ*	0.054 ± 0.001*	0.083 ± 0.002*	0.667 ± 0.010	0.212 ± 0.001*
*znf1Δ*	0.048 ± 0.001*	0.070 ± 0.001*	0.531 ± 0.008*	0.226 ± 0.002*
*nrg1Δ*	0.023 ± 0.000*	0.067 ± 0.001*	0.488 ± 0.015	0.166 ± 0.003*
*rad16Δ*	0.051 ± 0.001*	0.080 ± 0.002*	0.600 ± 0.002	0.244 ± 0.005*
*ypr196wΔ*	0.039 ± 0.000*	0.080 ± 0.002*	0.650 ± 0.002*	0.257 ± 0.004*
*thi2Δ*	0.109 ± 0.002*	0.069 ± 0.003*	0.505 ± 0.000*	0.206 ± 0.001*
*SWI5*	0.038 ± 0.001*	0.078 ± 0.003*	0.610 ± 0.010	0.220 ± 0.001*
*SFG1*	0.037 ± 0.002*	0.069 ± 0.000*	0.509 ± 0.001*	0.179 ± 0.002*
*YHP1*	0.040 ± 0.001*	0.103 ± 0.002*	0.660 ± 0.001*	0.226 ± 0.001*
*NRM1*	0.088 ± 0.001*	0.097 ± 0.001*	0.710 ± 0.002*	0.253 ± 0.001*
Negative operation^d^				
*ADR1*	0.013 ± 0.003*	0.082 ± 0.002*	0.664 ± 0.001*	0.173 ± 0.002*
*ACA1*	0.051 ± 0.001*	0.080 ± 0.001*	0.600 ± 0.002*	0.200 ± 0.002*
*ZNF1*	0.045 ± 0.001*	0.077 ± 0.002*	0.630 ± 0.002*	0.210 ± 0.001*
*NRG1*	0.041 ± 0.000*	0.070 ± 0.003*	0.521 ± 0.002*	0.189 ± 0.003*
*RAD16*	0.005 ± 0.001*	0.067 ± 0.002*	0.489 ± 0.001*	0.186 ± 0.005*
*YPR196W*	0.031 ± 0.001*	0.080 ± 0.002*	0.650 ± 0.002*	0.257 ± 0.002*
*THI2*	0.049 ± 0.000*	0.067 ± 0.000*	0.487 ± 0.002*	0.157 ± 0.000*
*swi5Δ*	0.048 ± 0.002*	0.078 ± 0.002*	0.638 ± 0.004*	0.266 ± 0.001*
*sfg1Δ*	0.053 ± 0.002*	0.066 ± 0.000*	0.487 ± 0.003*	0.169 ± 0.001*
*yhp1Δ*	0.034 ± 0.002*	0.080 ± 0.001*	0.600 ± 0.002*	0.215 ± 0.001*
*nrm1Δ*	0.015 ± 0.000*	0.080 ± 0.002*	0.637 ± 0.002*	0.266 ± 0.002*

Cells were cultured at 30 °C in a shake flask and agitated at 200 rpm. All the data are the mean value ± standard deviation of independent triplicate tests

* *p* < 0.05

^a^*r*_xylose_/*r*_ethanol_ was calculated from data on the xylose-only consumption phase in glucose–xylose co-fermentation (GX stage)

^b^*μ* was calculated from data on the exponential growth phase of xylose fermentation (X stage)

^c^The specific consumption/production rates of xylose/ethanol (*r*_xylose_/*r*_ethanol_) were calculated from data on X stage

^d^The positive operation represents overexpressed genes with lower expression in the GX stage compared to the X stage or knocked out genes with higher expression in the GX stage compared to the X stage; the negative operation represents the reverse operation

### Deletion of the TF gene *THI2* alleviates the post-glucose effect by enhancing ribosome synthesis

The shake flask fermentation results revealed that knocking out *THI2* increased the specific xylose utilization rate by 67.7% in the GX stage (Table 4). Conversely, overexpressing *THI2* decreased the specific xylose utilization rate by 24.6% (Table 4). This result is similar to that obtained in a previous study, in which overexpressing *THI2* repressed cellobiose fermentation [49]. In contrast, both deletion and overexpression of *THI2* had a negative effect on xylose utilization in the X stage. Therefore, knocking out *THI2* specifically enhanced xylose utilization in the GX stage, but not in the X stage (Table 4). This result was also replicated in fermentations performed in bioreactors, where conditions were strictly controlled. The specific growth rate, specific xylose utilization rate, and specific ethanol production rate of the *THI2* deletion strains were 17.4, 26.8, and 32.4% higher than the control, respectively (Table 5).

**Table 5:** The xylose fermentation characteristics of strain knocking out *THI2* and overexpressing *NRM1*

Genotype of strains	*μ* ^a^	*r*_xylose_^b^ (g g^−1^ DCW h^−1^)	*r*_ethanol_^b^ (g g^−1^ DCW h^−1^)
BSGX001	0.023 ± 0.000	0.321 ± 0.010	0.111 ± 0.002
BSGX001 (*thi2*)	0.027 ± 0.002*	0.407 ± 0.010*	0.147 ± 0.010*
BSGX001 (*NRM1*)	0.025 ± 0.000*	0.417 ± 0.020*	0.196 ± 0.000*

Cells were cultured in bioreactors at 30 °C and pH 5.5, with 0.06 vvm air sparging and a stirring speed of 200 rpm. All the data are the mean value ± standard deviation of independent triplicate tests

* *p* < 0.05

^a^The specific growth rate (*μ*) was calculated from the data on the xylose-only consumption phase in glucose–xylose co-fermentation (GX stage)

^b^The specific consumption/production rates of xylose/ethanol (*r*_xylose_/*r*_ethanol_) were calculated from the data on the GX stage

To investigate how *THI2* knockout enhanced xylose utilization, we re-analysed the transcriptome data of a *THI2* deletion strain generated in a previous study investigating the transcriptomes of deficiency mutants for the majority of TFs in *S. cerevisiae* [61]. Cluster analysis results revealed that 37.5% of up-regulated genes in the *THI2* deletion strain were ribosomal protein (RP) genes (Additional file 1: Table S3). Correspondingly, our transcriptome data showed that ribosomal-related genes were down-regulated in the GX stage compared to the X stage in both BSGX001 and XH7 (Additional file 1: Tables S2, S4). This result suggests that xylose metabolism might be related to ribosome synthesis, and *THI2* deletion might enhance xylose fermentation by enhancing ribosome synthesis. For verification, RP genes whose expression levels in the GX stage were notably lower than those in the X stage in both BSGX001 and XH7 were selected for investigation (Additional file 1: Table S4), and their expression levels in BSGX001 and BSGX001 (*thi2Δ*) were determined by qPCR. The results demonstrated that knocking out *THI2* increased the expression of ribosome-related genes (Fig. 4). The mRNA levels of *RPL7B* and *RPL22B* were increased in the GX stage after knocking out *THI2*, and the expression of *RPL7A, RPL9A,* and, *RPL22A* was also slightly enhanced in the GX stage (Fig. 4). The fermentation of strains overexpressing *RPL7A*, *RPL7B*, *RPL9A*, *RPL22A*, and *RPL22B* was then tested. The results (Table 6) showed that overexpressing *RPL22A* and *RPL22B* did not enhance xylose utilization; however, overexpression of *RPL9A*, *RPL7B,* and *RPL7A* did increase the specific xylose utilization rate by 21.3, 7.5, and 6.3%, respectively. Therefore, increasing the expression level of certain ribosomal proteins was beneficial to xylose utilization.

**Fig. 4:**
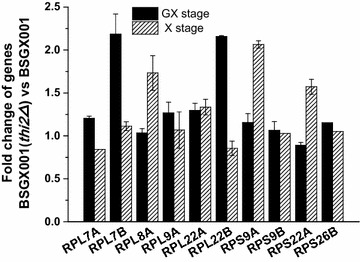
The fold change of RPs genes when deleting *THI2* in the GX and X stage. All the data for these samples are triplicate tests. Error bar standard deviation of three replicates

**Table 6:** The effect of overexpressing the RPs whose mRNA levels were increased in *THI2* deletion strains on xylose metabolism

Genotype of strains	*r*_xylose_^a^ (g g^−1^ DCW h^−1^)
BSGX001	0.080 ± 0.002
*RPL7A*	0.085 ± 0.001*
*RPL7B*	0.086 ± 0.001*
*RPL9A*	0.097 ± 0.001*
*RPL22A*	0.029 ± 0.000*
*RPL22B*	0.068 ± 0.000*

Cells were cultured at 30 °C in a shake flask and agitated at 200 rpm. All the data are the mean value ± standard deviation of independent triplicate tests

* p < 0.05

^a^The specific consumption rates of xylose (*r*_xylose_) were calculated from the data on the xylose-only consumption phase in glucose–xylose co-fermentation (GX stage)

### Overexpression of the cell cycle-related TF gene *NRM1* enhances xylose fermentation

Overexpression of *NRM1* increased the specific xylose utilization rate by 35.4% in the GX stage (Table 4). Conversely, deleting *NRM1* decreased the specific xylose utilization rate by 76.9%. This result was also observed in bioreactor fermentations. The specific growth rate, specific xylose utilization rate, and specific ethanol production rate of strains overexpressing *NRM1* were 8.7, 30.0, and 76.6% higher than the control, respectively (Table 5). Furthermore, overexpressing *NRM1* also enhanced cell growth and xylose utilization in the X stage (Table 4). The specific xylose utilization rate and the specific ethanol production rate increased by 10.1 and 17.1%, respectively. These results demonstrate that *NRM1* overexpression benefits xylose utilization in both the GX stage and the X stage.

Although *YHP1* overexpression did not significantly change the specific xylose consumption rate of the strains in either stage (Table 4), it enhanced the cell growth and xylose utilization in the X stage (Table 4): the specific growth rate increased by 25.6%, and the volumetric xylose utilization rate increased by 5.6%.

*NRM1* and *YHP1* are both related to the cell cycle. The FACS results (Fig. 5) indicated that cells were mainly found in the G2 phase during the GX stage, and there were no obvious differences between strains overexpressing *NRM1* or *YHP1* and the control, BSGX001. In the X stage, changes in the peak shape suggested changes in the cell cycle. When combined with the observed changes in the growth rate, it is possible that the cell cycles of the *NRM1* and *YHP1* overexpression strains accelerated. However, the details of this acceleration and how the cell cycle affects xylose metabolism are not yet clear.

**Fig. 5:**
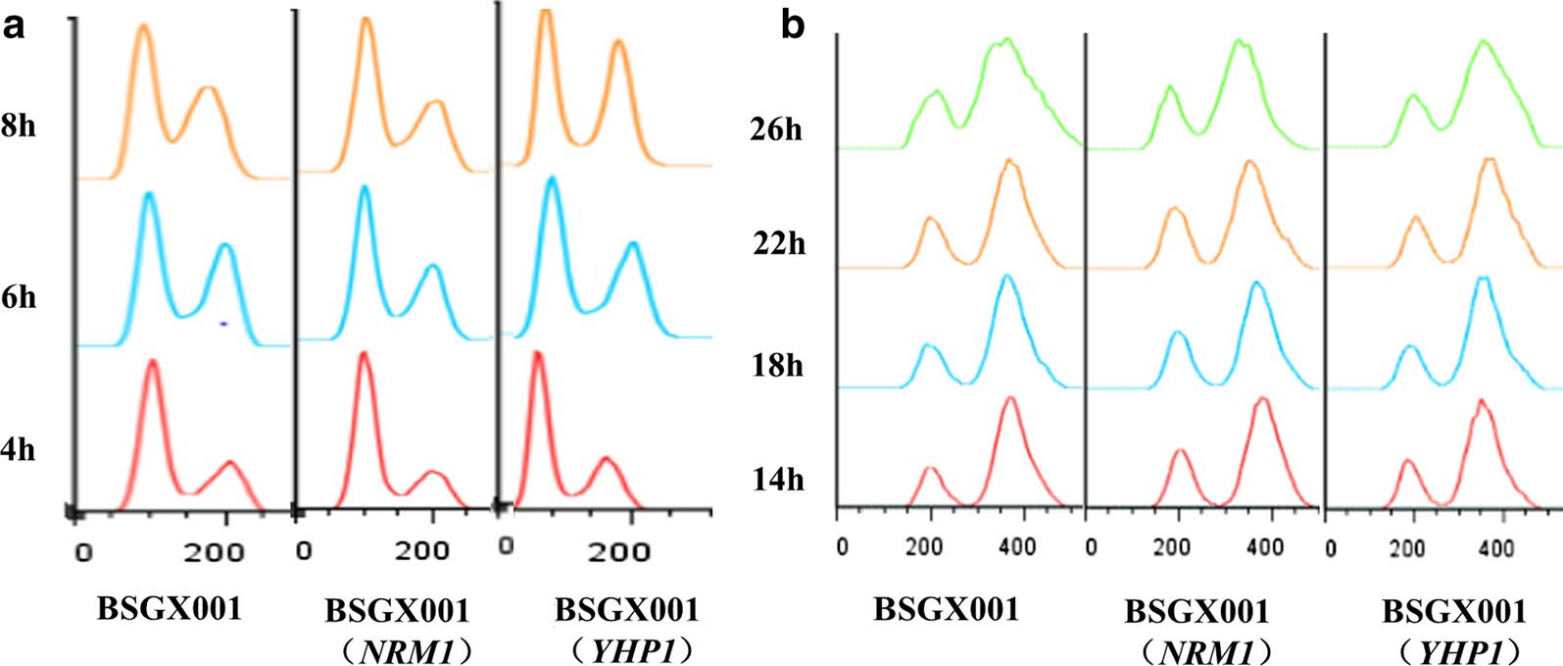
Effects of overexpression of *NRM1* and *YHP1* on the cell cycle. **a** Cells in the X stage. **b** Cells in the GX stage. Samples were subjected to independent triplicate tests

## Discussion

When microorganisms are used for the production of bio-based fuels and chemicals from lignocellulosic materials, it is necessary that they possess the capacity to ferment xylose as well as glucose. In recent decades, the xylose metabolism of *S. cerevisiae* recombinant strains has greatly improved through metabolic and evolutionary engineering [5, 7, 14–16]. However, little effort has been made to understand why cells in the xylose consumption phase of glucose–xylose co-fermentation (the GX stage) exhibit significantly lower metabolic activity than cells undergoing fermentation with xylose as the sole carbon source (the X stage) and, more importantly, how to overcome this problem. It appears that xylose metabolism is prevented by glucose, even when glucose has been exhausted by the cells; therefore, we describe this phenomenon as the post-glucose effect on xylose metabolism.

To reveal the common features of strains that show a post-glucose effect on xylose metabolism, two xylose-utilizing strains with different genetic backgrounds were selected for study to clarify and narrow down potentially relevant targets. The transcriptional analysis results showed that the strains exhibited low-level glycolysis and a de-repressed tricarboxylic acid cycle. In terms of metabolism, both strains underwent fermentative metabolism, which resembled glucose repression, in the X stage. Meanwhile, growth and the specific xylose consumption rate (the xylose consumption rate per unit biomass) were much lower in the GX stage, very similar to cells in the lag phase. The transcriptional analysis results also indicated that these strains maintained a glucose repression state in the X stage, but shifted to a glucose de-repressed state in the GX stage. Several recent studies reported that recombinant *S. cerevisiae* exhibits carbon starvation during xylose fermentation [2, 8, 62]. Moreover, carbon starvation traits depend on the xylose consumption rate. Strains that have a high xylose utilization capacity display few of these traits [8]. Both recombinant strains we chose have a high xylose utilization capacity and ferment xylose well in the X stage. Accordingly, these strains did not exhibit starvation in the X stage. It is not surprising, however, that carbon starvation traits such as low ribosomal biogenesis and cell cycle arrest were observed in the GX stage, as these traits are highly linked to a low rate of sugar metabolism [63].

Previous work has often suggested that alterations in metabolic status depend on how glucose-sensing systems respond to the carbon source and how this response impacts the rate of glucose uptake [7, 20, 21, 31, 64]. Strains with modified metabolic pathways utilize xylose only at a very slow rate, primarily through respiratory metabolism. After strain evolution on xylose, the xylose consumption rate significantly increases and exhibits characteristics of fermentative metabolism when xylose is the sole carbon source (in the X stage), similar to our observations. Therefore, the glucose-sensing systems of the test strains in the present study were likely reprogrammed during evolution to enable them to recognize xylose as a fermentative (or semi-fermentative) carbon source and to enable fermentative metabolism in the X stage. This response was not as strong as the response to glucose, since the consumption rate of xylose remained lower than that of glucose. Based on these observations, the growth and metabolism of the strains were predicted to decrease to levels similar to those in the X stage after the depletion of glucose during glucose–xylose co-fermentation. However, this is not what occurred; instead, growth and metabolism were much lower than those observed in the X stage, similar to cells failing to recognize xylose during glucose–xylose co-fermentation and inducing carbon starvation [2, 8, 62] after the glucose was depleted. Of interest were the differing behaviours of cells during the GX and X stages. Both strains were unable to maintain growth and xylose consumption during the GX stage, unlike the X stage. In other words, we endeavoured to understand why cells undergoing glucose–xylose co-fermentation failed to recognize xylose after glucose was depleted. The transcription of all hexose transporters was similar in the X and GX stages, indicating that the differences in growth and metabolism were not caused by xylose transport. Moreover, since xylose is recognized by the Snf3p/Rgt2p pathway and regulates the expression of *HXT2*-*3* [29], similar expression levels of *HXT2*-*3* in the X and GX stages indicate that the Snf3p/Rgt2p pathway responses did not differ between the X and GX stages. Compared to the Snf3p/Rgt2p pathway, the other two pathways for glucose-sensing systems are much more complex. However, the expression of genes involved in respiration, gluconeogenesis, and the metabolism of alternative carbon sources, which are mainly regulated by the Snf1–Mig1 pathway [65], were low during the X stage but high during the GX stage, confirming that the Snf1–Mig1 pathway was active in the X stage, but not in the GX stage. Similarly, the high and low levels of glycolysis and growth observed in the X and GX stages, respectively, also indicate active and inactive cAMP–PKA pathway status during the X and GX stages, respectively. Although the Snf3p/Rgt2p, Snf1–Mig1, and cAMP–PKA pathways are able to cross-communicate with each other, the cAMP–PKA pathway plays the most prominent role in responding to changes in glucose availability and initiates the signalling processes that promote cell growth, fermentative metabolism, and division [22, 23]. The activation of PKA in response to the presence of fermentable carbon sources is directed by intracellular levels of cAMP. A study investigating the short-term behaviour of cAMP signalling revealed that the cAMP concentration rapidly increases following glucose stimulation. After reaching a peak, the concentration of cAMP then declines to a new steady state that is higher than its initial concentration [66, 67]. Based on previous reports and our observations, we suggest that glucose-sensing systems become lethargic during the GX stage. For example, we hypothesized that the transfer of *S. cerevisiae* cells into medium containing only xylose as the carbon source would stimulate a cAMP peak followed by PKA activation. Although this response was not as high as the levels achieved when glucose was introduced (the specific xylose consumption rate was much lower than that of glucose), the “good” start built up fermentative metabolism in the cells and maintained their status in the X stage. In contrast, the cAMP peak was stimulated by glucose first during glucose–xylose co-fermentation, and then the cAMP concentration decreased to a level that was higher than the initial state. The remaining xylose in the medium did not represent a new environment for the cells, and therefore no new cAMP peak was stimulated. In this case, the cells remained on track to enter the lag phage.

To determine whether the down-regulated genes in EMP directly affect the post-glucose effect, we overexpressed *FBA1, TDH2,* and *GPM1* in BSGX001. Glyceraldehyde-3-phosphate is a substrate of *TDH2*, which encodes glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Glyceraldehyde-3-phosphate is also a substrate of transaldolase and transketolase, which are important enzymes in the non-oxidative part of the PPP. Therefore, it is possible that a reduction in GAPDH activity resulting from the deletion of *TDH2* would increase the availability of glyceraldehyde-3-phosphate for transaldolase, thereby improving xylose fermentation by increasing PPP flux [68]. In contrast, overexpression of *TDH2* may decrease the availability of glyceraldehyde-3-phosphate for transaldolase and decrease xylose fermentation. Our result is consistent with this; overexpression of *TDH2* almost blocked the cell growth in the GX stage. Furthermore, overexpression of *FBA1* or *GPM1* did not affect xylose fermentation. This may be because the enzymes encoded by them are bidirectional and participate in both glycolysis and gluconeogenesis. The reaction direction may depend more on the substrate concentration than on the expression levels of these enzymes. Furthermore, several studies investigating the overexpression of glycolysis genes have suggested that glycolysis flux is not easily changed by altering individual enzyme activities [69].

Although the exact mechanism of the post-glucose effect remains unclear, we demonstrated that the disruption of related TFs mitigated this effect. In lieu of mining TFs from well-known regulatory networks that affect xylose metabolism [35], we investigated all TFs whose expression levels significantly differed between the GX and X stages for both test strains. Among these TFs, Adr1p, Znf1p, and Nrg1p, which are important for carbon metabolism, did not positively affect xylose metabolism, while Thi2p, Nrm1p, and Yhp1 unexpectedly did affect xylose metabolism. Thi2p is a transcriptional activator of thiamine biosynthetic genes that acts with Pdc2p to respond to thiamine diphosphate (TPP, also known as ThDP) demand; this TF is believed to be associated with carbon source availability [56]. ThDP is a cofactor for pyruvate dehydrogenase, pyruvate decarboxylase, and transketolase. Knockout of *THI2* led to relatively low pyruvate dehydrogenase complex and pyruvate decarboxylase activities, thus decreasing the cell growth rate and glucose metabolism [70]. However, the PPP is impaired by the down-regulation of ThDP-dependent transketolase due to *THI2* knockout [70]. Based on these results, knocking out *THI2* should exert a negative effect on xylose metabolism. Our results confirmed that knocking out *THI2* did, in fact, decrease growth and xylose utilization in the X stage. However, interestingly, the opposite result was observed in the GX stage. Knocking out *THI2* increased the specific growth rate, specific xylose utilization rate, and specific ethanol production rate of GX stage cells by 17.4, 26.8, and 32.4%, respectively (Table 5). Our analysis suggests that the enhanced expression of RPs caused by *THI2* deletion contributed to these increases. Furthermore, we observed that enhancing the expression of some RPs directly or by deleting *THI2* enhanced strain growth and xylose metabolism in the GX stage.

Overexpressing *NRM1* enhanced xylose fermentation not only in the GX stage, but also in the X stage, while deleting *NRM1* notably decreased xylose fermentation in the GX stage. Measurement of the proportion of cells in different cell cycle phases suggested that the cell cycle was affected by *NRM1* overexpression during the X stage. Furthermore, the specific growth rate of the *NRM1*-overexpressing strain was higher than that of the control. These results suggest that *NRM1* overexpression accelerated the cell cycle during the X stage. Moreover, the overexpression of *YHP1*, which encodes a different cell cycle-related TF, also enhanced cell growth in the X stage. However, specific xylose consumption was not affected by the overexpression of *YHP1*. Sfg1p and Swi5p are also important cell cycle TFs, but disrupting them did not benefit xylose fermentation. Therefore, we suggest that the regulation of *NRM1* (possibly via MBF) is more important than other regulatory factors in mediating the post-glucose effect in terms of the cell cycle. However, the exact mechanism remains unclear.

## Conclusion

The present study investigated the mechanisms underlying the post-glucose effect on xylose metabolism, a metabolic phenomenon commonly found in recombinant xylose-utilizing *S. cerevisiae*. Glucose-sensing systems become lethargic during glucose–xylose co-fermentation after glucose depletion; therefore, the cells do not respond to residual xylose and enter the lag phase. Knocking out *THI2* or overexpressing *NRM1* or *YHP1* increases xylose metabolism; such methods may be applied to alleviate the post-glucose effect and enhance xylose utilization. Their enhancement of xylose utilization is likely attributable to improved ribosome synthesis and alteration of the cell cycle.

## Additional file

**Additional file 1: Figure S1.** Fermentation characteristics of xylose-utilizing strains. **Figure S2.** The transcriptional difference of genes involved in fructose, mannose, galactose, sucrose, and starch metabolism in GX stage versus X stage in both BSGX001 and XH7. **Table S1.** The primers used in this study. **Table S2.** Gene cluster analysis of transcriptome difference of GX stage versus X stage in both BSGX001 and XH7. **Table S3.** Gene cluster analysis of transcription reaction in *THI2* deletion strains versus WT strains. **Table S4.** The ribosomal related genes with significantly different expression levels between GX stage and X stage in both BSGX001 and XH7.

## Abbreviations

TFs: transcription factors
XR: xylose reductase
XDH: xylitol dehydrogenase
XI: xylose isomerase
PPP: pentose phosphate pathway
LB: Luria–Bertani
SC-Ura: synthetic complete dropout uracil
SC: synthetic complete dropout
DCW: dry cell weight
GEO: Gene Expression Omnibus database
qPCR: quantitative polymerase chain reaction
GO: Gene Ontology
RPs: ribosomal proteins
MBF: MCB binding factor
ECB: early cell cycle box
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
TPP (ThDP): thiamine diphosphate

## References

[1] Diao L, Liu Y, Qian F, Yang J, Jiang Y, Yang S (2013). Construction of fast xylose-fermenting yeast based on industrial ethanol-producing diploid *Saccharomyces cerevisiae* by rational design and adaptive evolution. BMC Biotechnol.

[2] Matsushika A, Nagashima A, Goshima T, Hoshino T (2013). Fermentation of xylose causes inefficient metabolic state due to carbon/energy starvation and reduced glycolytic flux in recombinant industrial *Saccharomyces cerevisiae*. PLoS ONE.

[3] Shen Y, Chen X, Peng B, Chen L, Hou J, Bao X (2012). An efficient xylose-fermenting recombinant *Saccharomyces cerevisiae* strain obtained through adaptive evolution and its global transcription profile. Appl Microbiol Biotechnol.

[4] Zhou H, Cheng JS, Wang BL, Fink GR, Stephanopoulos G (2012). Xylose isomerase overexpression along with engineering of the pentose phosphate pathway and evolutionary engineering enable rapid xylose utilization and ethanol production by *Saccharomyces cerevisiae*. Metab Eng.

[5] Kuyper M, Toirkens MJ, Diderich JA, Winkler AA, van Dijken JP, Pronk JT (2005). Evolutionary engineering of mixed-sugar utilization by a xylose-fermenting *Saccharomyces cerevisiae* strain. FEMS Yeast Res.

[6] Li H, Shen Y, Wu M, Hou J, Jiao C, Li Z, Liu X, Bao X (2016). Engineering a wild-type diploid *Saccharomyces cerevisiae* strain for second-generation bioethanol production. Bioresour Bioprocess.

[7] Sato TK, Tremaine M, Parreiras LS, Hebert AS, Myers KS, Higbee AJ, Sardi M, McIlwain SJ, Ong IM, Breuer RJ (2016). Correction: directed evolution reveals unexpected epistatic interactions that alter metabolic regulation and enable anaerobic xylose use by *Saccharomyces cerevisiae*. PLoS Genet.

[8] Bergdahl B, Heer D, Sauer U, Hahn-Hagerdal B, van Niel EW (2012). Dynamic metabolomics differentiates between carbon and energy starvation in recombinant *Saccharomyces cerevisiae* fermenting xylose. Biotechnol Biofuels.

[9] Bettiga M, Hahn-Hagerdal B, Gorwa-Grauslund MF (2008). Comparing the xylose reductase/xylitol dehydrogenase and xylose isomerase pathways in arabinose and xylose fermenting *Saccharomyces cerevisiae* strains. Biotechnol Biofuels.

[10] Kuyper M, Hartog MM, Toirkens MJ, Almering MJ, Winkler AA, van Dijken JP, Pronk JT (2005). Metabolic engineering of a xylose-isomerase-expressing *Saccharomyces cerevisiae* strain for rapid anaerobic xylose fermentation. FEMS Yeast Res.

[11] Johansson B, Hahn-Hagerdal B (2002). Overproduction of pentose phosphate pathway enzymes using a new CRE-loxP expression vector for repeated genomic integration in *Saccharomyces cerevisiae*. Yeast.

[12] Peng B, Shen Y, Li X, Chen X, Hou J, Bao X (2012). Improvement of xylose fermentation in respiratory-deficient xylose-fermenting *Saccharomyces cerevisiae*. Metab Eng.

[13] Toivari MH, Aristidou A, Ruohonen L, Penttila M (2001). Conversion of xylose to ethanol by recombinant *Saccharomyces cerevisiae*: importance of xylulokinase (XKS1) and oxygen availability. Metab Eng.

[14] Johansson B, Hahn-Hagerdal B (2002). The non-oxidative pentose phosphate pathway controls the fermentation rate of xylulose but not of xylose in *Saccharomyces cerevisiae* TMB3001. FEMS Yeast Res.

[15] Kim SR, Skerker JM, Kang W, Lesmana A, Wei N, Arkin AP, Jin YS (2013). Rational and evolutionary engineering approaches uncover a small set of genetic changes efficient for rapid xylose fermentation in *Saccharomyces cerevisiae*. PLoS ONE.

[16] Scalcinati G, Otero JM, Van Vleet JR, Jeffries TW, Olsson L, Nielsen J (2012). Evolutionary engineering of *Saccharomyces cerevisiae* for efficient aerobic xylose consumption. FEMS Yeast Res.

[17] Reider Apel A, Ouellet M, Szmidt-Middleton H, Keasling JD, Mukhopadhyay A (2016). Evolved hexose transporter enhances xylose uptake and glucose/xylose co-utilization in *Saccharomyces cerevisiae*. Sci Rep.

[18] Parreiras LS, Breuer RJ, Avanasi Narasimhan R, Higbee AJ, La Reau A, Tremaine M, Qin L, Willis LB, Bice BD, Bonfert BL (2014). Engineering and two-stage evolution of a lignocellulosic hydrolysate-tolerant *Saccharomyces cerevisiae* strain for anaerobic fermentation of xylose from AFEX pretreated corn stover. PLoS ONE.

[19] Hou J, Jiao C, Peng B, Shen Y, Bao X (2016). Mutation of a regulator Ask10p improves xylose isomerase activity through up-regulation of molecular chaperones in *Saccharomyces cerevisiae*. Metab Eng.

[20] Papini M, Nookaew I, Uhlen M, Nielsen J (2012). Scheffersomyces stipitis: a comparative systems biology study with the Crabtree positive yeast *Saccharomyces cerevisiae*. Microb Cell Fact.

[21] van Urk H, Postma E, Scheffers WA, van Dijken JP (1989). Glucose transport in crabtree-positive and crabtree-negative yeasts. J Gen Microbiol.

[22] Busti S, Coccetti P, Alberghina L, Vanoni M (2010). Glucose signaling-mediated coordination of cell growth and cell cycle in *Saccharomyces cerevisiae*. Sensors (Basel).

[23] Zaman S, Lippman SI, Schneper L, Slonim N, Broach JR (2009). Glucose regulates transcription in yeast through a network of signaling pathways. Mol Syst Biol.

[24] Ozcan S, Johnston M (1999). Function and regulation of yeast hexose transporters. Microbiol Mol Biol Rev.

[25] Gancedo JM (1998). Yeast carbon catabolite repression. Microbiol Mol Biol Rev.

[26] Dashko S, Zhou N, Compagno C, Piskur J (2014). Why, when, and how did yeast evolve alcoholic fermentation?. FEMS Yeast Res.

[27] Nissen TL, Hamann CW, Kielland-Brandt MC, Nielsen J, Villadsen J (2000). Anaerobic and aerobic batch cultivations of *Saccharomyces cerevisiae* mutants impaired in glycerol synthesis. Yeast.

[28] Zampar GG, Kummel A, Ewald J, Jol S, Niebel B, Picotti P, Aebersold R, Sauer U, Zamboni N, Heinemann M (2013). Temporal system-level organization of the switch from glycolytic to gluconeogenic operation in yeast. Mol Syst Biol.

[29] Salusjarvi L, Kankainen M, Soliymani R, Pitkanen JP, Penttila M, Ruohonen L (2008). Regulation of xylose metabolism in recombinant *Saccharomyces cerevisiae*. Microb Cell Fact.

[30] Salusjarvi L, Pitkanen JP, Aristidou A, Ruohonen L, Penttila M (2006). Transcription analysis of recombinant *Saccharomyces cerevisiae* reveals novel responses to xylose. Appl Biochem Biotechnol.

[31] Shen Y, Hou J, Bao X (2013). Enhanced xylose fermentation capacity related to an altered glucose sensing and repression network in a recombinant *Saccharomyces cerevisiae*. Bioengineered.

[32] Venkataram S, Dunn B, Li Y, Agarwala A, Chang J, Ebel ER, Geiler-Samerotte K, Herissant L, Blundell JR, Levy SF (2016). Development of a comprehensive genotype-to-fitness map of adaptation-driving mutations in yeast. Cell.

[33] Krahulec S, Petschacher B, Wallner M, Longus K, Klimacek M, Nidetzky B (2010). Fermentation of mixed glucose–xylose substrates by engineered strains of *Saccharomyces cerevisiae*: role of the coenzyme specificity of xylose reductase, and effect of glucose on xylose utilization. Microb Cell Fact.

[34] Demeke MM, Dietz H, Li Y, Foulquie-Moreno MR, Mutturi S, Deprez S, Den Abt T, Bonini BM, Liden G, Dumortier F (2013). Development of a d-xylose fermenting and inhibitor tolerant industrial *Saccharomyces cerevisiae* strain with high performance in lignocellulose hydrolysates using metabolic and evolutionary engineering. Biotechnol Biofuels.

[35] Michael DG, Maier EJ, Brown H, Gish SR, Fiore C, Brown RH, Brent MR (2016). Model-based transcriptome engineering promotes a fermentative transcriptional state in yeast. Proc Natl Acad Sci USA.

[36] Entian KD, Kötter P (1998). 23 Yeast mutant and plasmid collections.

[37] Li H, Wu M, Xu L, Hou J, Guo T, Bao X, Shen Y (2015). Evaluation of industrial *Saccharomyces cerevisiae* strains as the chassis cell for second-generation bioethanol production. Microb Biotechnol.

[38] Guldener U, Heck S, Fielder T, Beinhauer J, Hegemann JH (1996). A new efficient gene disruption cassette for repeated use in budding yeast. Nucleic Acids Res.

[39] Hou J, Shen Y, Jiao C, Ge R, Zhang X, Bao X (2016). Characterization and evolution of xylose isomerase screened from the bovine rumen metagenome in *Saccharomyces cerevisiae*. J Biosci Bioeng.

[40] Kogje AB, Ghosalkar A (2017). Xylitol production by genetically modified industrial strain of *Saccharomyces cerevisiae* using glycerol as co-substrate. J Ind Microbiol Biotechnol.

[41] Semkiv MV, Dmytruk KV, Sibirny AA (2016). Development of a system for multicopy gene integration in *Saccharomyces cerevisiae*. J Microbiol Methods.

[42] Sonderegger M, Jeppsson M, Hahn-Hagerdal B, Sauer U (2004). Molecular basis for anaerobic growth of *Saccharomyces cerevisiae* on xylose, investigated by global gene expression and metabolic flux analysis. Appl Environ Microbiol.

[43] Tarazona S, Garcia-Alcalde F, Dopazo J, Ferrer A, Conesa A (2011). Differential expression in RNA-seq: a matter of depth. Genome Res.

[44] Livak KJ, Schmittgen TD (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(−Delta Delta C(T)) Method. Methods.

[45] Foss EJ (2001). Tof1p regulates DNA damage responses during S phase in *Saccharomyces cerevisiae*. Genetics.

[46] Van Vleet JH, Jeffries TW (2009). Yeast metabolic engineering for hemicellulosic ethanol production. Curr Opin Biotechnol.

[47] Macneil LT, Walhout AJ (2011). Gene regulatory networks and the role of robustness and stochasticity in the control of gene expression. Genome Res.

[48] Yu H, Gerstein M (2006). Genomic analysis of the hierarchical structure of regulatory networks. Proc Natl Acad Sci USA.

[49] Lin Y, Chomvong K, Acosta-Sampson L, Estrela R, Galazka JM, Kim SR, Jin YS, Cate JH (2014). Leveraging transcription factors to speed cellobiose fermentation by *Saccharomyces cerevisiae*. Biotechnol Biofuels.

[50] Young ET, Dombek KM, Tachibana C, Ideker T (2003). Multiple pathways are co-regulated by the protein kinase Snf1 and the transcription factors Adr1 and Cat8. J Biol Chem.

[51] Tangsombatvichit P, Semkiv MV, Sibirny AA, Jensen LT, Ratanakhanokchai K, Soontorngun N (2015). Zinc cluster protein Znf1, a novel transcription factor of non-fermentative metabolism in *Saccharomyces cerevisiae*. FEMS Yeast Res.

[52] Lee SB, Kang HS, Kim T (2013). Nrg1 functions as a global transcriptional repressor of glucose-repressed genes through its direct binding to the specific promoter regions. Biochem Biophys Res Commun.

[53] Garcia-Gimeno MA, Struhl K (2000). Aca1 and Aca2, ATF/CREB activators in *Saccharomyces cerevisiae*, are important for carbon source utilization but not the response to stress. Mol Cell Biol.

[54] Teng Y, Liu H, Gill HW, Yu Y, Waters R, Reed SH (2008). *Saccharomyces cerevisiae* Rad16 mediates ultraviolet-dependent histone H3 acetylation required for efficient global genome nucleotide-excision repair. EMBO Rep.

[55] Jansen ML, Daran-Lapujade P, de Winde JH, Piper MD, Pronk JT (2004). Prolonged maltose-limited cultivation of *Saccharomyces cerevisiae* selects for cells with improved maltose affinity and hypersensitivity. Appl Environ Microbiol.

[56] Mojzita D, Hohmann S (2006). Pdc2 coordinates expression of the THI regulon in the yeast *Saccharomyces cerevisiae*. Mol Genet Genomics.

[57] Ofir A, Hofmann K, Weindling E, Gildor T, Barker KS, Rogers PD, Kornitzer D (2012). Role of a *Candida albicans* Nrm1/Whi5 homologue in cell cycle gene expression and DNA replication stress response. Mol Microbiol.

[58] Pramila T, Miles S, GuhaThakurta D, Jemiolo D, Breeden LL (2002). Conserved homeodomain proteins interact with MADS box protein *Mcm*1 to restrict ECB-dependent transcription to the M/G1 phase of the cell cycle. Genes Dev.

[59] Moll T, Tebb G, Surana U, Robitsch H, Nasmyth K (1991). The role of phosphorylation and the CDC28 protein kinase in cell cycle-regulated nuclear import of the *S. cerevisiae* transcription factor SWI5. Cell.

[60] Cipollina C, van den Brink J, Daran-Lapujade P, Pronk JT, Porro D, de Winde JH (2008). *Saccharomyces cerevisiae* SFP1: at the crossroads of central metabolism and ribosome biogenesis. Microbiology.

[61] Hu Z, Killion PJ, Iyer VR (2007). Genetic reconstruction of a functional transcriptional regulatory network. Nat Genet.

[62] Matsushika A, Goshima T, Hoshino T (2014). Transcription analysis of recombinant industrial and laboratory *Saccharomyces cerevisiae* strains reveals the molecular basis for fermentation of glucose and xylose. Microb Cell Fact.

[63] Shamsuzzaman M, Bommakanti A, Zapinsky A, Rahman N, Pascual C, Lindahl L (2017). Analysis of cell cycle parameters during the transition from unhindered growth to ribosomal and translational stress conditions. PLoS ONE.

[64] Huberts DH, Niebel B, Heinemann M (2012). A flux-sensing mechanism could regulate the switch between respiration and fermentation. FEMS Yeast Res.

[65] Rodkaer SV, Faergeman NJ (2014). Glucose- and nitrogen sensing and regulatory mechanisms in *Saccharomyces cerevisiae*. FEMS Yeast Res.

[66] Gonzales K, Kayikci O, Schaeffer DG, Magwene PM (2013). Modeling mutant phenotypes and oscillatory dynamics in the *Saccharomyces cerevisiae* cAMP–PKA pathway. BMC Syst Biol.

[67] Ma P, Wera S, Van Dijck P, Thevelein JM (1999). The PDE1-encoded low-affinity phosphodiesterase in the yeast *Saccharomyces cerevisiae* has a specific function in controlling agonist-induced cAMP signaling. Mol Biol Cell.

[68] Linck A, Vu XK, Essl C, Hiesl C, Boles E, Oreb M (2014). On the role of GAPDH isoenzymes during pentose fermentation in engineered *Saccharomyces cerevisiae*. FEMS Yeast Res.

[69] Wang S, Spor A, Nidelet T, Montalent P, Dillmann C, de Vienne D, Sicard D (2011). Switch between life history strategies due to changes in glycolytic enzyme gene dosage in *Saccharomyces cerevisiae*. Appl Environ Microbiol.

[70] Xu G, Hua Q, Duan N, Liu L, Chen J (2012). Regulation of thiamine synthesis in *Saccharomyces cerevisiae* for improved pyruvate production. Yeast.

# Supplementary material for: Disruption of the transcription factors Thi2p and Nrm1p alleviates the post-glucose effect on xylose utilization in Saccharomyces cerevisiae
**Source:** Biotechnol Biofuels. 2018 Apr 16;11:112. doi: 10.1186/s13068-018-1112-1
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Fermentation characteristics of xylose-utilizing strains. Figure S2. The transcriptional difference of genes involved in fructose, mannose, galactose, sucrose, and starch metabolism in GX stage versus X stage in both BSGX001 and XH7. Table S1. The primers used in this study. Table S2. Gene cluster analysis of transcriptome difference of GX stage versus X stage in both BSGX001 and XH7. Table S3. Gene cluster analysis of transcription reaction in THI2 deletion strains versus WT strains. Table S4. The ribosomal related genes with significantly different expression levels between GX stage and X stage in both BSGX001 and XH7.

**10 g L-1 xylose retained at sample time point**

**13 g L-1 xylose retained at sample time point**

**8 g L-1 xylose retained at sample time point**

**12 g L-1 xylose retained at sample time point**

Figure **S**1 Fermentation characteristics of xylose-utilizing strains. Cells were cultured in bioreactors at 30 °C and pH 5.5, with 0.06 vvm air sparging and a stirring speed of 200 rpm. Black arrow indicates ln (dry cell weight) in log scale; The red arrow indicates the residual xylose concentration at sample time point. (A), BSGX001, xylose fermentation; (B), BSGX001, glucose-xylose co-fermentation; (C), XH7, xylose fermentation; (D), XH7, glucose-xylose co-fermentation. Symbols:■, glucose; ●, xylose;▼, glycerol;◄ , acetate; ▶, ethanol; -, biomass. The red arrows indicate the time points that samples were taken for transcriptional analysis. All the data are the mean value of independent duplicate tests.

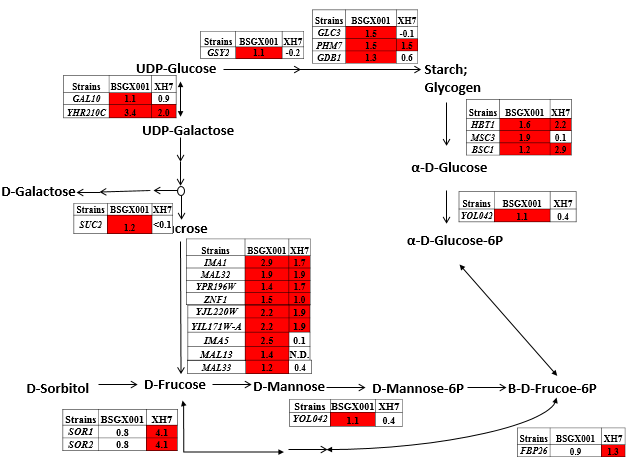

**Figure S2 The transcriptional difference of genes involved in fructose, mannose, galactose, sucrose, and starch metabolism in the GX stage versus the X stage in both BSGX001 and XH7.**

The indexes of significant differences of all the genes were a p-value of 0.001 or less, and an absolute fold-change threshold of 2.0 or greater.

**N.D.** represents not detected.

**Table S1 The primers used in this study.**

**Table S2 Gene cluster analysis of transcriptome difference of GX stage versus X stage in both BSGX001 and XH7.**

**Table S4 The ribosomal related genes with significantly different expression levels between GX stage and X stage in both BSGX001 and XH7.**

| Genotype | Log2Ratio(GX/X) | |
| --- | --- | --- |
| BSGX001 | XH7 |
| *RPL7A /// RPL7B* | -1.145 | -1.430 |
| *RPL8A /// RPL8B* | -1.682 | -1.355 |
| *RPL9A* | -1.183 | -1.040 |
| *RPL22A* | -1.177 | -1.417 |
| *RPL22B* | -1.298 | -2.007 |
| *RPS9A* | -1.306 | -1.027 |
| *RPS9B* | -1.011 | -1.130 |
| *RPS22A* | -1.400 | -1.124 |
| *RPS26B* | -1.345 | -1.582 |

How the deposited data were processed for this re-analysis (not part of the article)

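RNA of BSGX001 and BSGX001 (thi2Δ) at the GX stage was measured in 6 poly(A) libraries sequenced on an Illumina HiSeq instrument, 3 per strain, numbered as replicates. The tests treat these replicates as separate cultures. The paper's own RNA-seq compares the GX and X stages in other libraries, and its comparison of BSGX001 (thi2Δ) with BSGX001 rests on qPCR, so the values from the 6 libraries stand beside sentences on strains, primers and genes and not beside a result of the paper. Strain and replicate were taken from the sample labels. The labels give 20 h as the sampling time, and the paper gives 14 h for its GX stage samples.

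The authors deposited for each library the expected count of reads per gene, which is a whole number for every gene and is not normalized, and the FPKM, which they scaled to gene length and library total. How the reads were aligned and counted, and on which genome build, is not stated for these libraries. The authors also deposited a table comparing the strains, with a log2 fold change and a p-value and q-value per gene, from which only the sentences that name the authors' deposited table draw. A further 12 columns of the series' tables were not used, and all 12 hold the same values as the per-library files. The Gene IDs of all but 2 genes matched the R64 annotation of S288C, which was used for names, neighbouring genes, chromosomes, GC content and length. For 195 of the matched genes the annotation uses another symbol, and the deposited symbol was kept. Primer positions come from exact matches of the primers of Table S1 to R64.

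The main comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr, a robust quasi-likelihood fit and Benjamini-Hochberg adjustment over 5774 genes. A standard error is the absolute log2 fold change divided by the square root of the quasi-likelihood F. The gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2, and adjusted over the 6 lists. The lists were all cytosolic ribosomal protein (RP) genes, the ribosome genes and the up-regulated genes of Table S3, the RP genes of Fig. 4, the down-regulated genes of Table S2 and a list of thiamine genes. They hold 137, 66, 176, 10, 43 and 19 genes, of which 137, 65, 166, 10, 40 and 19 were found in the files. The 10 genes of Fig. 4 are all in the first and the Table S2 list, so these lists are not independent. *RPP1*, an RNase P gene that the name pattern of the RP list had first taken in, was removed from it after the first run. The lists of genes up-regulated in Table S2 and down-regulated in Table S3 were held only in part and were not tested.

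The genes named in the text follow a rule set before the data were examined: *THI2*, the genes of Fig. 3 and Fig. 4, the genes the paper overexpressed, the genes altered in the strain, *ACT1*, the 5 largest rises and the 5 largest falls among significant genes whose libraries did not overlap between strains, and the largest rise and fall in the thiamine and Table S3 ribosome lists. Runs of neighbouring genes were found where the running median of the log2 fold change over 15 genes exceeded 0.5. That step was chosen after 2 of the rising genes had been seen to lie on chromosome XII. The first run ended the chromosome XII segment at *RPL26A*, which has a log2 fold change under that threshold, and a rule that drops such end genes was added then, so that the segment ends at *GAS2*.

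With 7584920 to 12255688 counts per library, a gene with few counts is limited by sampling, and between 127 and 195 genes per library had fewer than 10 counts. The biological coefficient of variation was 0.0628. No 2 libraries were duplicates, since every pair differed by more than sampling noise, with a chi-square per degree of freedom of at least 4.05. The replicate numbers did not pair the libraries, as the deviations of same-numbered libraries from their strain means correlated at 0.083, -0.068 and -0.054.

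The alternatives were DESeq2 size factors, library totals, other filters on low counts, the replicate number as a block, each library left out, DESeq2 1.42.0, limma on log2(FPKM + 1) and log2(FPKM + 0.1), other thresholds, other gene list tests, and scaling to *ACT1*. One alternative, leaving out the genes of chromosome I and of the chromosome XII segment, was added after seeing the data. The procedures were tested on simulated counts of 5774 genes with 200 genes changed by 2-fold, of which edgeR called 199, with 15 calls among 5434 unchanged genes. DESeq2 called 199 and limma 198 of the 200. These 200 genes were drawn only from genes above a minimum total count, and were split evenly between higher and lower. The simulation therefore did not test calls of genes with few counts or of single genes with smaller changes. A shift of all genes that depends on the scaling was not simulated either. A simulated segment of 80 genes was found with all 80.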

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

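All values in this part come from libraries that the paper does not report on, and the tests of Ty1 repeats, of *THI2* and of the genes outside the 2 regions were chosen after the values had been seen. The test of an extra copy was written down before the positions were computed, but it was prompted by 2 of the rising genes, *IRC20* and *YHC1*, both being on chromosome XII, and so it too follows from a look at the values.

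The genes higher in BSGX001 (thi2Δ) lie together. Chromosome I, with a median log2 fold change of 0.99, and the segment of chromosome XII from *ECM22* to *GAS2*, with a median of 1.06, are regions at 1.99-fold and 2.08-fold the level of BSGX001, and 190 of their 192 tested genes were higher. They hold 100 of the 117 genes at least 2-fold higher, and 87 of the 93 genes called up in the authors' deposited table. The 5 largest rises, *BOP2*, *MAK16*, *PHO11*, *UBC12* and *POP5*, are all among them, with log2 fold changes of 1.94, 1.89, 1.87, 1.87 and 1.77. That of *PHO11* is uncertain, as it rests on 25, 11 and 10 counts in BSGX001. It ranged from 1.68 to 2.30 with 1 library left out, the latter without BSGX001 replicate 1, and was 1.52 with limma on log2(FPKM + 1). An extra copy of chromosome I and of this segment in the sequenced BSGX001 (thi2Δ) cultures is a candidate explanation, as the paper describes BSGX001 as haploid. It could account for the medians near 2-fold, but not by itself for every gene. *BOP2* and *MAK16*, picked as the largest rises, had log2 fold changes of 1.94 and 1.89 (standard errors 0.095 and 0.12), well above 1. Several technical explanations are argued against. Genes elsewhere matched for GC content, length and level had a median log2 fold change of 0.015. In the BSGX001 (thi2Δ) library with the lowest total, replicate 2, chromosome I was shifted by 0.93, which is also the lowest shift of either region in any of the 3 libraries, while no BSGX001 library was shifted by more than 0.045 against the other 2. Without the 50 most abundant genes, and with scaling to the remaining totals, the median of both regions was 1.16. The gap between genes at each end of the segment holds a Ty1 repeat in R64, which is true of 2.7% of the 485 gaps between genes of chromosome XII, so recombination between such repeats may have formed the segment. This rests on the rule that drops end genes, added after the first run. Without that rule the segment ends 1 gene further on, after *RPL26A*, and that end holds no Ty1 repeat, so the values cannot tell. The strain's own repeats were not analysed here, and DNA copy number was not measured in these libraries. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many genes at least 2-fold changed, and 1 gave as many genes differing at all. With 3 libraries per strain the share of splits cannot fall under 0.1.

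Outside both regions, 38 genes differed at least 2-fold with TMM, 17 higher and 21 lower. This near-even split depended on the scaling, as library totals gave 77 higher and 10 lower, limma on log2(FPKM + 1) 46 and 3, and limma on log2(FPKM + 0.1) 81 and 9. Other settings tilted it towards lower genes, with 8 higher and 18 lower among genes with at least 10 counts in every library. The DESeq2 Wald test gave 14 and 23. Without BSGX001 replicate 1 the split was 27 and 22, and without thi2Δ replicate 3 it was 13 and 20. The largest falls were in *YOR142W-B*, *YLR154C-H*, *YOR338W*, *BSC1* and *PRM7*, with log2 fold changes of -1.55, -1.53, -1.46, -1.44 and -1.39. The 2 with the fewest reads, *YOR142W-B* and *YLR154C-H*, had 4.72 and 7.18 CPM in BSGX001 and are uncertain. With 1 library left out they ranged from -1.84 to -1.17 and from -2.46 to -1.19. *YOR142W-B* was not significant with limma on log2(FPKM + 1), at -0.48 (adjusted p = 0.0595), and *YLR154C-H* was not with limma on log2(FPKM + 1) or log2(FPKM + 0.1), at -1.71 and -1.79 (adjusted p = 0.0785 and 0.0845). The authors' deposited table gives -0.70 and -0.77 for them. Their reads could be shared with other copies of a Ty1 element or of a repeated locus, which was not tested. In a fit without the genes of both regions, chosen after the data were seen, 2769 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 1384 higher and 1385 lower, while library totals gave 2810 higher and 594 lower outside the regions. All 3 libraries labelled BSGX001 (thi2Δ) have both the lower *THI2* level and the shift of the 2 regions, so effects of the deletion and of the regions cannot be told apart in them.

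*COX4* and *GRE3* are listed as deleted or replaced in BSGX001, yet had at least 222 and 395 counts in every library, above a floor of 3 counts. *PHO13*, which the paper's introduction gives as deleted in BSGX001 while Table 1 lists it only for XH7, had at least 426. Whether part of either gene remains in the strain, as for *THI2*, was not tested, because the primers of those deletions were not analysed here, and no biological explanation was tested.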

How the results depend on the processing

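The number of genes differing between the strains, 2964, lay between 2484 and 3594 under every alternative fit at an adjusted p under 0.05, and was 2209 at an adjusted p under 0.01. At least 9 of the 10 genes of Fig. 4 stayed above 0 under each alternative fit other than scaling to *ACT1*. The number of genes at least 2-fold changed, 138, became 241 with library totals only and 243 with limma on log2(FPKM + 0.1), both of which shift the median of all genes by 0.22, and 40 without the genes of chromosome I and the chromosome XII segment, which by construction removes most of the higher genes. With each library left out in turn it ranged from 134 to 154. Library totals only raised the share of higher genes from 50.8% to 83.4%, and limma on log2(FPKM + 1) raised it to 84.0%.

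The gene lists moved more. Library totals, which shift the median of all genes by 0.22, raised the median of every list. It became 0.32 for all cytosolic RP genes, 0.27 for the Table S3 ribosome genes and 0.28 for the Table S3 up-regulated genes. For the Table S2 down-regulated genes it was 0.33, for the Fig. 4 RP genes 0.73 and for the thiamine genes -0.014. Scaled to *ACT1*, which by construction subtracts its log2 fold change of 0.39, the medians were -0.28 for all cytosolic RP genes, -0.34 for the Table S3 ribosome genes, -0.32 for the Table S3 up-regulated genes and -0.27 for the Table S2 down-regulated genes, all reversed, and 0.13 for the Fig. 4 RP genes and -0.61 for the thiamine genes. With the correlation estimated from the data in camera, no list passed: the median of 0.10 for all cytosolic RP genes had an adjusted p of 0.703, that of 0.52 for the Fig. 4 RP genes 0.680 and that of -0.23 for the thiamine genes 0.394. With fry the 0.10 of all cytosolic RP genes had an adjusted p of 0.129, and the Fig. 4 and thiamine lists passed. The thiamine median was 0.034 with limma on log2(FPKM + 1) and 0.041 with log2(FPKM + 0.1), both below the median of all genes under those settings. Across the 6 fits that each left out one replicate, the medians ranged from 0.046 to 0.17 for all cytosolic RP genes, which passed only without BSGX001 replicate 3 or thi2Δ replicate 1, from 0.0081 to 0.090 for the Table S3 ribosome genes and from 0.043 to 0.11 for the Table S3 up-regulated genes, which both passed only in the same 2 fits, and from -0.34 to -0.16 for the thiamine genes, which did not pass without BSGX001 replicate 1 or thi2Δ replicate 3. The cause of these changes was not tested.

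Of the 758 values of the 48 named genes under the alternatives, 654 kept their sign and, where tested, their significance call. A further 19 lost and 18 gained significance, 36 moved with *ACT1* and 31 reversed in sign. Values scaled to *ACT1* had no test, and counted as kept where the change of *ACT1* was within the spread between libraries. Kept values could change in size, as *RAD16* did from -0.48 to -0.26 with library totals. Under library totals, limma on log2(FPKM + 1) and limma on log2(FPKM + 0.1), which carry the shift of all genes, the log2 fold change became 0.080, 0.082 and 0.082 for *RPL8A*, 0.15, 0.14 and 0.15 for *ACA1*, 0.021, 0.022 and 0.022 for *YPR196W*, 0.19, 0.19 and 0.19 for *NRG1*, 0.10, 0.10 and 0.10 for *NRM1*, 0.14, 0.15 and 0.15 for *SFG1*, and 0.030, 0.030 and 0.030 for *TDH2*. Scaled to *ACT1* it became -0.083 for *RPL7A*, -0.22 for *RPS26B*, -0.081 for *ZNF1*, -0.33 for *FBA1*, -0.20 for *GPM1*, -0.030 for *COX4*, -0.28 for *XKS1* and -0.35 for *TKL1*. Left out in turn, the libraries gave -0.14 to 0.0079 for *ACA1* and -0.23 to 0.032 for *NRM1*.

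With the replicate number as a block, 3020 genes differed, 142 of them at least 2-fold, and no gene list changed its call. The block changed the call of 1 named gene. The numbers do not pair the libraries.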

Differences from the paper's values

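The paper's values here are qPCR of shake-flask samples at 14 h with *ACT1* as the reference. The values set beside them are from the 6 libraries labelled 20 h, so assay and time differ. The medium is described differently, as yeast nitrogen base in the labels and as synthetic complete in the paper. The paper's SC-Ura recipe also contains yeast nitrogen base, so whether the media differed cannot be told. Both are linear folds of BSGX001 (thi2Δ) over BSGX001 at the GX stage. For *RPL7B* the fold was 1.40 against the paper's about 2.2 in Fig. 4, read by eye. Of the alternatives set before the data were examined, library totals only (1.62), limma on log2(FPKM + 1) (1.60) and on log2(FPKM + 0.1) (1.62), and the fit without BSGX001 replicate 2 (1.48) came within a factor of 1.5 of the paper's value, and the others, from 1.07 scaled to *ACT1* to 1.44 without thi2Δ replicate 2, did not. For *RPS22A* the fold was 1.81 against the paper's about 0.9 in Fig. 4, read by eye, and none of the alternatives set before the data were examined closed the gap, the nearest being 1.38 scaled to *ACT1*. The rule also asks that the gap exceed the SD of the replicates. By it the other 8 genes of Fig. 4 did not differ in the main comparison, but *RPS9B* lay at the limit, with 1.65 against about 1.1. Scaled to *ACT1*, *RPL22B* did differ, with 1.25 against about 2.2. *RPL9A* and *RPS9B* differed under library totals and some other alternatives. Under library totals they had 2.07 and 1.92 against about 1.3 and about 1.1. All these values of Fig. 4 were read by eye. The primers named for *RPL8A* matched different genes in full and no *RPL7B* pair was found, so what the qPCR measured is uncertain for both genes.

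The paper states that *RPL7B* and *RPL22B* rose in the GX stage and that *RPL7A*, *RPL9A* and *RPL22A* rose slightly. Here *RPL9A* had a log2 fold change of 0.83 (standard error 0.15). It was 0.48 for *RPL7B* (standard error 0.10) and 0.70 for *RPL22B* (standard error 0.12). No test compared these genes with each other, and with these errors an order of *RPL9A* and *RPL22B* is not shown. Scaled to *ACT1*, the log2 fold change of *RPL7A* was -0.083, a plain difference without a test.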

Other observations

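The tests of *THI2* and of the positions of the Fig. 4 genes were chosen after the values had been seen.

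*THI2* reads did not fall to 0 in the libraries labelled BSGX001 (thi2Δ). A mislabelled library is argued against, since the highest of them had 13.9 CPM and the lowest BSGX001 library 22.7 CPM. The *THI2* level was 46.6% of that in BSGX001, with 41.7% to 50.7% when 1 library was left out and 35.7% to 56.4% over all the alternatives. These ranges include the 47.5% of the ORF that the deletion primers leave in place but are too wide to single out that share. Reads from the remaining ends are a candidate explanation. Cells with an intact *THI2* in the cultures remain open. Such cells without the extra copies would lower the fold of the 2 regions, whose median was 2.03, but cells with an intact *THI2* and the extra copies would not, so the values cannot tell.

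The paper reports from qPCR and a published transcriptome that deletion of *THI2* raises RP gene expression. In these libraries the 10 RP genes of Fig. 4 had a median log2 fold change of 0.52, with 9 of 10 higher and 8 significant, also when adjusted over the list alone (camera with preset correlation, adjusted p = 0.00683). Of the 10 genes, 0 lie in the 2 regions, which argues against extra copies of these genes on chromosome I and the chromosome XII segment. Only 1 of the 10 splits gave a median as far from 0. In the separate libraries the list's median lay between 0.43 and 0.62 in BSGX001 (thi2Δ) and between -0.14 and 0.062 in BSGX001. Over all 137 cytosolic RP genes the median was only 0.10 (camera adjusted p = 0.0412), with 53 significantly higher and 15 significantly lower genes, the same counts when adjusted over the list alone. For this broad list 3 of the 10 splits gave a median as far from 0, and the BSGX001 libraries themselves ranged from -0.11 to 0.12 around their mean. Of the 137 genes, 5 lie in the 2 regions. The other genes had a median of 0.082 in the main comparison and 0.097 in the fit without the genes of both regions, so a part of these extra copies in the rise cannot be told apart from the spread between libraries. The 65 Table S3 ribosome genes had a median of 0.049 (adjusted p = 0.150; 4 of the 10 splits as far from 0), and their largest rise, *RPS25B* with a log2 fold change of 1.40, is a gene of the chromosome XII segment, while the largest fall was -0.43 in *RPS27A*. The 165 tested Table S3 up-regulated genes had a median of 0.063 (adjusted p = 0.0954; 2 of the 10 splits), with 49 higher and 21 lower genes. The 40 Table S2 down-regulated genes, which the paper found lower at the GX than at the X stage, had a median of 0.12 (adjusted p = 0.354; 1 of the 10 splits). The numbers higher and lower when adjusted over the list alone were 20 and 6, 48 and 21, and 15 and 9 for these lists.

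*ACT1*, against which the paper's qPCR is expressed, was higher in BSGX001 (thi2Δ) by a log2 fold change of 0.39 (standard error 0.077, adjusted p = 0.00011, edgeR's quasi-likelihood test), at 359 ± 40.4 and 469 ± 36.1 CPM (SD, n = 3 each), with all 3 libraries above all 3 of BSGX001. Relative to *ACT1* the median of the Fig. 4 genes was 0.13.

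The 19 thiamine genes had a median log2 fold change of -0.23 (camera adjusted p = 0.0412), with 9 significantly lower and 3 significantly higher genes, also when adjusted over the list alone, and 1 of the 10 splits gave a median as far from 0. *SNZ3* fell most, by 1.09 on the log2 scale (standard error 0.088, adjusted p = 8.52e-12), from 86.6 ± 5.94 to 40.3 ± 5.11 CPM (SD, n = 3 each). *THI7*, the largest rise at 1.26 (standard error 0.074, adjusted p = 9.77e-15), is a gene of the chromosome XII segment. Outside the 2 regions, in the fit chosen after the data were seen, the median was -0.26. The paper describes Thi2p as an activator of thiamine biosynthesis genes, and the fall is consistent with that, although the median turned positive, at 0.034 and 0.041, with limma on the FPKM values, where all genes shift by 0.22.

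Of the 11 transcription factor genes of Fig. 3, 7 differed between the strains. *YHP1* and *SWI5* rose by 0.78 and 0.54 and *ZNF1* by 0.30, and *RAD16*, *ADR1* and *YPR196W* fell by 0.48, 0.35 and 0.20 on the log2 scale, beside *THI2* itself. The call of *YPR196W* lay near the threshold (adjusted p = 0.0246, edgeR's quasi-likelihood test). It was lost without BSGX001 replicate 1 (-0.18), BSGX001 replicate 3 (-0.20), thi2Δ replicate 1 (-0.18) or thi2Δ replicate 3 (-0.16). With library totals it was lost as well, at 0.021, and so was that of *ADR1*, at -0.13. *NRM1*, *SFG1*, *ACA1* and *NRG1* did not differ beyond replicate error with TMM, but *NRG1* was significantly higher with library totals, at 0.19 (adjusted p = 0.00864, edgeR), and with limma on the FPKM values. *URA3*, which the paper lists as the marker of plasmid pJX7, took 3.08% to 3.79% of the counts in the BSGX001 libraries. It took 2.52% to 2.58% in those of BSGX001 (thi2Δ), and fell by 0.69 on the log2 scale. Whether the sequenced strains carry that plasmid was not tested.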
